# High-throughput identification of RNA localization elements in neuronal cells

**DOI:** 10.1093/nar/gkac763

**Published:** 2022-09-15

**Authors:** Ankita Arora, Roberto Castro-Gutierrez, Charlie Moffatt, Davide Eletto, Raquel Becker, Maya Brown, Andreas E Moor, Holger A Russ, J Matthew Taliaferro

## Abstract

Hundreds of RNAs are enriched in the projections of neuronal cells. For the vast majority of them, though, the sequence elements that regulate their localization are unknown. To identify RNA elements capable of directing transcripts to neurites, we deployed a massively parallel reporter assay that tested the localization regulatory ability of thousands of sequence fragments drawn from endogenous mouse 3′ UTRs. We identified peaks of regulatory activity within several 3′ UTRs and found that sequences derived from these peaks were both necessary and sufficient for RNA localization to neurites in mouse and human neuronal cells. The localization elements were enriched in adenosine and guanosine residues. They were at least tens to hundreds of nucleotides long as shortening of two identified elements led to significantly reduced activity. Using RNA affinity purification and mass spectrometry, we found that the RNA-binding protein Unk was associated with the localization elements. Depletion of Unk in cells reduced the ability of the elements to drive RNAs to neurites, indicating a functional requirement for Unk in their trafficking. These results provide a framework for the unbiased, high-throughput identification of RNA elements and mechanisms that govern transcript localization in neurons.

## INTRODUCTION

In a variety of cell types across a range of species, thousands of RNA molecules are asymmetrically distributed within cells (1–4). The localization of many of these RNAs is critical for specific cellular functions and developmental patterning (2,5,6). In general, the localization of these RNAs is thought to be controlled by sequence elements, often termed ‘zipcodes’, that mark an RNA as one to be transported to a specific subcellular location (1,7,8). These sequences are often found in the 3′ UTR of the localized transcript and function through the recruitment of RNA-binding proteins (RBPs) that mediate the transport (9). With the exception of a handful of examples (10), the identity of the localization regulatory sequence and the RBP that recognizes it are unknown.

Massively parallel reporter assays (MPRAs) have been used to identify regulatory mechanisms underlying a variety of gene expression regulatory processes including transcription (11), RNA splicing (12,13), RNA stability (14), lncRNA nuclear localization (15,16) and protein abundance (17). These methods test thousands of potential regulatory sequences in parallel in a single experiment. Sequences to be tested can be random or naturally occurring elements drawn from existing genomes. These sequences are integrated into reporter constructs, expressed in cells, and then populations of cells or nucleic acids are isolated based on the phenotype or process to be tested. The abundance of each member of the MPRA library can then be quantified, and MPRA members associated with particular phenotypes or processes are identified. MPRAs therefore allow the rapid and unbiased detection of active regulatory elements from broad sequence pools. Despite the ability of MPRAs to obtain insights into gene regulation, they have not yet been widely used in the study of RNA localization.

In recent years, transcriptomic approaches have been applied to the study of RNA localization, particularly in neuronal cells. In general, these approaches involve isolating and sequencing RNA from cells grown on microporous membranes that allow mechanical fractionation into cell body and neurite fractions (4,18–22). High-throughput sequencing of RNA samples derived from these fractions have defined a fairly consistent set of transcripts that are neurite-enriched (19). However, mechanisms underlying how these transcripts become localized, including sequences within them required for localization, are almost completely unknown. In this study, we address this knowledge gap by employing a massively parallel reporter assay to assess the localization regulatory ability of sequences drawn from the 3′ UTRs of neurite-enriched transcripts.

## MATERIALS AND METHODS

### Identification of localized RNAs from published datasets

Data from 32 previously published subcellular RNAseq datasets (18,19) from both neuronal cell lines and primary mouse cortical neurons were analyzed to identify genes whose transcripts were consistently enriched in neurites. Neurite enrichments were calculated by comparing cell body and neurite expression values using DESeq2 (23), removing any gene that received fewer than 20 read counts in either the cell body or neurite sample. In order to facilitate the comparison of neurite enrichments across samples, enrichment values were then normalized within samples using *Z*-scores. To define a single enrichment value for each gene, we calculated the median *Z*-score for a gene across all samples. We then sorted genes by their median *Z*-score and chose genes that had both high median scores and were consistently neurite-enriched across all samples.

### Cell culture and subcellular mechanical fractionation

CAD cells were grown in DMEM/F-12 (Gibco, #11320-033) supplemented with 10% Equafetal (Atlas Biologicals, #EF-0500-A) and 1% Penicillin–Streptomycin solution. N2A cells were grown in DMEM (Gibco, #11965-092) supplemented with 10% Equafetal (Atlas Biologicals, #EF-0500-A) and 1% Penicillin–Streptomycin solution. The cells were grown in a humidified incubator at 37°C and 5% CO_2_.

For subcellular fractionation, the cells were grown on porous, transwell membranes with a pore size of 1.0 micron (Corning, #353102). Prior to seeding the cells, the bottom of the membrane was coated with 0.2% Matrigel (Corning #356237, diluted in growth medium). Matrigel was allowed to polymerize for an hour at 37°C and 5% CO_2_. One million cells were plated on each membrane and membrane was placed in one well of a deep six well plate (Corning, # 353502). One 6-well plate constituted one replicate. The cells were allowed to attach for an hour, and then induced to differentiate into a more neuronal morphology. To induce differentiation of the cell lines, medium was changed to differentiation medium (DMEM/F-12 with 1% Penicillin–Streptomycin solution and DMEM with 1% Penicillin–Streptomycin solution, for CADs and N2As, respectively) and cells were allowed to grow for 48 h in differentiation medium.

After 48 h, the soma and neurite fractions were harvested. The media was aspirated, and the membranes were washed once with 1 ml PBS. 2 ml PBS was added to the well and 1 ml PBS was added to the top (soma) side of the membrane. The top of the membrane was then scraped gently (to avoid puncturing the membrane) but thoroughly with a cell scraper and the soma fraction were collected into a 15 ml falcon tube on ice. After scraping, the membranes were removed from the insert using a razor blade and were soaked in 500 μl RNA lysis buffer (Zymo, #R1050) at room temperature for 15 min. This constituted the neurite fraction. In parallel, the 6 ml of soma suspension in PBS was spun down at 2000g at 4°C and resuspended in 600 μl PBS. 100 μl of this soma sample was then used for RNA isolation using the Zymo QuickRNA MicroPrep kit (Zymo Research, #R1050). RNA was also isolated from the 500 μl neurite lysate using the same kit. The efficiency of the fractionation was analyzed by western blotting using ß-actin (Soma and neurite marker, Sigma #A5441, 1:5000 dilution) and Histone H3 (Soma marker, Abcam #ab10799, 1:10 000 dilution) antibodies.

### RT-qPCR quantification of reporter transcripts

Two wells of the 6-well plate served as one replicate for the RT-qPCR experiment such that one 6-well plate is seeded per reporter construct to be tested in triplicate. The cells were plated on the transwell membrane and fractionated as mentioned above. The RNA from both soma and neurite fractions was collected and purified using Zymo QuickRNA MicroPrep kit (Zymo Research, #R1050) including the recommended on column DNase I treatment step for 20 min. cDNA from 100 ng of purified RNA from each fractions was synthesized using iScript™ Reverse Transcription Supermix (Bio-Rad, #1708841) in a 10 μl volume with a longer incubation time of 30 mins for reverse transcription step. The cDNA was diluted to 20 μl with RNAse-free water. 2 μl of diluted cDNA is used as the template for qPCR to estimate the abundance of Firefly and Renilla transcripts in soma and neurite fractions. The qPCR reaction was performed using Taqman Fast Advanced Master Mix (Life Technologies) with differently labeled Taqman probe sets for firefly and renilla luciferases (Life Technologies) allowing the use of renilla luciferase RNA counts as an internal control. Firefly luciferase RNA was quantified using a VIC-labeled probe while Renilla luciferase RNA (control) was quantified using a FAM-labeled probe.The observed Ct values of the transcripts were within the recommended dynamic range of the assay. Reactions were carried out using the Biorad CFX384/CFX-Opus 384 thermocycler with the following conditions: UNG activation at 50°C for 2 min, followed by polymerase activation at 95°C for 30 s and 40 cycles of 95°C for 5 s, and 60°C for 30 s. Finally, a melting curve was performed by incubating samples at 65°C for 15 s followed by a temperature gradient increase at 0.5°C/s to 95°C. Each sample was measured with three technical replicates. To ensure no contamination, no reverse transcriptase and no template controls were performed. Fold enrichment was calculated using the ΔΔCt method. MIQE guidelines were followed for all qPCR experiments.

### Integration of plasmids into cultured cells

CAD and N2A LoxP cell lines were plated in 5 × 6-well plates at 5 × 10^5^ cells per well in respective growth medium 12–18 h before transfection. Cells were then co-transfected with the cloned reporter plasmid mixed with 1% of plasmid expressing Cre recombinase. To transfect one well of a 6-well plate, 1.5 μg of reporter plasmid and 15 ng of Cre-plasmid was mixed with 3 μl Lipofectamine LTX reagent (Invitrogen, #15338100), 1.5 μl PLUS reagent and 100 μl Opti-MEM following the manufacturer's protocol. Cells were incubated with the transfection mixtures for 24 h, followed by the media change. The cells were incubated for an additional 24 h allowing for recovery and expression of the antibiotic resistance before addition of puromycin (2.5 μg/ml). The cells were selected in the puromycin until the cells in the control wells died. The cells with stably integrated reporter plasmids were expanded in the growth medium with puromycin. Three-fourth of the expanded cell lines were frozen, and the remaining were induced with 1 μg/ml doxycycline for 48 h to express the reporters. After induction, the cells were lysed with TRIzol reagent (Invitrogen, #15596018) and RNA was purified according to the manufacturer's instructions to analyze the number of integrants and diversity of the library.

### smFISH visualization of reporter transcripts

CAD cells with integrated reporter constructs/peak oligos were seeded on PDL coated glass coverslips (neuVitro, #H-18-1.5-pdl) placed in the 12-well plate at ∼5 × 10^4^ cells per well. Cells were allowed to attach for 1 h, followed by media change to serum depleted media with 1 μg/ml doxycycline. Cells were allowed to express constructs and differentiate for 48 h.

After 48 hours, the media was aspirated, and cells were washed 1× with PBS. Cells were fixed in 3.7% formaldehyde in 1× PBS for 15 min at room temperature, then washed 2× with 500 μl PBS. Next, cells were permeabilized with 70% ethanol at room temperature for 4 h or at 4°C overnight. The cells were washed with smFISH Wash buffer A at room temperature for 5 min. In the meantime, hybridization reaction was prepared as follows: 2 μl of Stellaris FISH Probe (against Firefly luciferase CDS conjugated with Quasar 670) were added to 200 μl of Hybridization buffer. A hybridization chamber was prepared using an empty opaque tip box with wet paper towels below and parafilm covering the top. Hybridization reaction prepared as above (200 μl per reporter construct) was added on top of the parafilm and the PDL coated glass coverslips were placed with cell side down facing the hybridization reaction. The hybridization chamber with the coverslips was incubated at 37°C overnight. Next day, glass coverslips were transferred to fresh 12-well plates with cell side up and incubated with smFISH Wash Buffer A at 37°C in the dark for 30 min. Samples were stained with fresh smFISH Wash Buffer A supplemented with 100 ng/ml DAPI (Sigma, #D9542-1mg) and incubated in the dark at 37°C for 30 min. DAPI staining buffer was washed with fresh smFISH Wash Buffer B and incubated for 5 min at room temperature. Coverslips were then mounted upside-down onto slides with 6 μl Fluoromount G (Southern Biotech) and sealed with nail polish. Slides were imaged on a widefield DeltaVision Microscope (GE) using 60X objective with 1.4 numerical aperture with 1.33 refractive index oil. The excitation and emission wavelengths used were 547 and 583 nm, respectively.

### Oligonucleotide library design and synthesis

The code for designing the MPRA oligos is available at https://github.com/TaliaferroLab/OligoPools/blob/master/makeoligopools/OligoPools_shortstep_260nt.py. This script designed 260 nt oligonucleotides with a step size in between neighboring oligonucleotides of 4 nt. For a given gene, oligonucleotides were designed against the 3′ UTRs of all protein-coding transcripts with well-defined 3′ ends (as defined as not having the ‘cds_end_NF’ or ‘mRNA_end_NF’ tags). The polyA site of the UTR was also required to be positionally conserved in humans. This was assessed by getting the syntenic region surrounding the mouse polyA site in the human genome using UCSC liftOver. A polyA site was defined as conserved if there was a polyA site within 200 nt of the corresponding region of the human genome. Additionally, UTRs longer than 10 kb were excluded.

UTRs of multiple filter-passing transcripts for a single gene were merged together to create a meta-UTR. Oligonucleotides were then designed against this meta-UTR with the addition of 260 nt upstream and downstream of the beginning and end of the UTR in order to give full coverage of the ends of the UTR with multiple oligonucleotides. 20 nt PCR handles were then added to the ends of every oligonucleotide. The pool of oligonucleotides was synthesized by Twist Biosciences.

### Oligonucleotide library cloning

The oligonucleotide pool obtained from Twist Bioscience was resuspended in 10 mM Tris–EDTA buffer, pH 8.0 to a concentration of 10 ng/μl. The libraries for each reporter (Firefly and GFP) were amplified by performing 2× PCR reactions 50 μl each, using Kapa HiFi HotStart DNA Polymerase (Kapa Biosystems, #KK2601) according to the manufacturer's instructions. We used 10 ng of the original pool as the input DNA template in the reaction and performed 15 cycles in total. The oligonucleotide pool was amplified using primers specific to the 20-nt common sequence and an overhang containing sequence specific to the cloning site for each reporter. After amplification, the PCR reaction was digested with Exonuclease I, at 37°C for 2 h to digest the single-stranded template and primers. The DNA was then purified using Zymo DNA Clean & Concentrator kit (Zymo Research, #D4013) according to the manufacturer's protocol.

The reporter plasmid was linearized by digesting it with PmeI (NEB) and BstXI (NEB) at 37°C for 4 h to clone the library into the 3′-UTR of Firefly and GFP reporter, respectively. Digested plasmid DNA was gel extracted using Zymoclean Gel DNA Recovery Kit (Zymo Research, #D4008). The digested plasmid and amplified DNA library were assembled using Gibson Assembly reaction (NEB) using the insert: vector molar ratio of 6:1 at 50°C for 30 min. The cloned reporter plasmid (∼200 ng DNA) was purified to get rid of excess salts and was then transformed into *Escherichia coli* using MegaX DH10B T1R Electrocompetent Cells (ThermoFisher, #C640003), using Biorad GenePulser electroporator. The transformed cells are grown in recovery medium at 37°C for an hour and then plated on pre-warmed Luria broth (LB) agar-Carbenicillin 15-cm plates and incubated at 37°C overnight. The next day, the colonies were collected in a culture tube on ice by scraping the plates using LB medium and spreader. The bacterial culture was pelleted at 4000 rpm for 20 min. The reporter plasmids libraries were purified using ZymoPURE Plasmid Maxiprep kit (Zymo Research, #D4203). Restriction digestion was performed to confirm that the plasmid library contains only a single insert of the right size.

### Simulation of MPRA quantification

In order to determine if short read aligners like Bowtie2 would be able to accurately assign reads to a set of oligonucleotides that differ from each other by only 8 nt (4 nt on each end), we performed a simulation of the MPRA results using different step sizes. The code for this simulation is available at https://github.com/TaliaferroLab/OligoPools/tree/master/ScreenSimulations.

Oligonucleotides were synthesized from simulated UTRs drawn from the sequence of mouse chromosome 1. UTRs were given random sizes between 500 and 5000 nt. Each oligo was then assigned a random abundance within the simulated MPRA sample. A fastq file of 10 million reads using these abundances was then created. The paired-end fastq files contained the first 97 nt of the oligonucleotide in the forward read and the last 91 nt of the oligo in the reverse read, mimicking the situation encountered in real data after trimming adapters. Deletions and mutations were modeled into the reads at per-base rates of 0.0001 and 0.002, respectively.

This simulated library was then aligned to the reference oligonucleotides using bowtie2 (24) and the following command:

bowtie2 -q –end-to-end –fr –no-discordant –no-unal -p 4 -x Bowtie2Index/index -1 forreads.fastq -2 revreads.fastq -S sample.sam

Quantifications of oligonucleotides from the aligned reads were then compared to the known quantifications produced in the simulation. This process was then repeated with the addition of the bowtie2 parameter -D 150.

### Targeted RNA sequencing of MPRA library

500 ng total RNA from each soma and neurite fractions was taken to synthesized cDNA in a 20 μl reaction using SuperScript IV Reverse Transcriptase (ThermoFisher) according to the manufacturer's protocol, with primers specific to Firefly and GFP CDS containing an 8-nt unique molecular identifier (UMI) and a partial Illumina read 1 primer sequence. The incubation time at extension step (55°C) was increased to an hour. Post reverse transcription, 1ul each of RNAse H and RNaseA/T1 mix was added directly into the RT-reaction and incubated at 37°C for 30 min to digest the remaining RNA and RNA:DNA hybrids. The cDNA was purified using Zymo DNA Clean & Concentrator kit (Zymo, #D4013) using 7:1 excess of DNA binding buffer recommended for binding ssDNA.

For library preparation, each purified reporter cDNA reaction was split into five PCR reactions (4 μl cDNA/PCR) and amplified using a reporter specific forward primer with Illumina sequencing adaptors and a reverse primer binding the partial Illumina read 1 sequence with the remaining sequencing adaptors using Kapa HiFi HotStart DNA Polymerase (Kapa Biosystems, #KK2601) using 18× cycles for GFP and 23× for Firefly reporter. The five PCR reactions per sample were pooled together and purified using double SPRI beads protocol. In the first purification round, 0.5× SPRI beads were used to get rid of longer DNA products. The supernatant from this purification was then removed and additional SPRI beads were added to bring the final overall concentration to 0.8×. DNA bound to these beads was then washed and eluted. The library was quantified using Qubit dsDNA HS Assay Kits (ThermoFisher, # Q32854) and size of the library was verified using Tapestation (Agilent D1000 ScreenTape).

### Alignment and quantification of MPRA results

Adapter sequences were removed from reads using cutadapt (25). Specifically, the sequences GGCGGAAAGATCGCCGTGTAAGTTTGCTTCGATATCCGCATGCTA and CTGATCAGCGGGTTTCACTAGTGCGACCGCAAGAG were trimmed from the 5′ ends of the forward and reverse reads, respectively. The trimmed reads were then aligned to the reference oligonucleotide sequences using bowtie2 and the parameters outlined above (including -D 150). Typically, 99% of reads had the expected adapters, and 95% of those aligned to the reference oligonucleotides.

The number of unique UMIs (the first 8 nt of the reverse read) for each reference oligonucleotide was then calculated using https://github.com/TaliaferroLab/OligoPools/blob/master/analyzeresults/UMIsperOligo.py. These UMI counts were then given to DESeq2 (23) to quantify oligonucleotide abundances in each sample and identify oligonucleotides enriched in soma or neurite samples.

### Definition of oligonucleotide unions

To define windows of localization activity within UTRs that contained large numbers of neurite-enriched oligonucleotides, the following procedure was used. First, the UTR was traversed from 5′ to 3′ until a neurite-enriched oligo (as defined by a DESeq2-calculated FDR of <0.01) was found. When a neurite-enriched oligo was encountered, a new ‘window’ was opened. This window was extended oligo by oligo until an oligonucleotide that was not neurite-enriched was encountered. This position was defined as *x*. The distance to the next neurite-enriched oligo was defined as *y*. All of the oligonucleotides between *x* and *x* + *y* were therefore by definition not neurite-enriched. If all of the oligonucleotides between *x* + *y* and *x* + 2*y* were neurite enriched, then the window was extended to *x* + 2*y* and the process was continued. If not, the window was closed. Code to define these windows can be found at https://github.com/TaliaferroLab/OligoPools/blob/master/analyzeresults/findMPRAseqs.py.

### Generation, culture and motor neuron differentiation of induced human pluripotent stem cells (hiPSC)

Derivation of induced pluripotent stem cells (iPSC) from a healthy donor was described previously (26). hiPSC were grown as previously described (Hudish *et al.*, 2020). Briefly, hiPSC were maintained in mTESR plus (Stem Cell Technology, #100-0276) medium on hESC-qualified Matrigel (Corning, #354277) coated cell culture plates. hiPSC exhibited a normal karyotype and were regularly tested for mycoplasma contamination and found negative. Direct differentiation was performed essentially as described previously (27). Briefly, cluster formation was initiated when iPSC cultures reached 70–90% confluency using microwells (Aggrewells800, Stem Cell Technology) at 3000 cells per cluster in the presence of 10 uM Rock Inhibitor Y-27632 (RI, Tocris #1254). Twenty four hours later, clusters were transferred to suspension culture plates at ∼600 clusters per 6-well, maintained on an orbital shaker platform (set at rotational speed 100) in a regular cell culture incubator and motor neuron differentiation was initiated. Mature motor neurons were harvested between days 18–26 for downstream analysis.

### Genetic engineering of hiPSC

hiPSC were dissociated into single cells using TrypLE by incubation at 37°C for 8 min. Cells were quenched with mTESR+ media, diluted in PBS, and counted using MoxiGo II cell counter (Orflow). 2 × 10^6^ cells were transferred into microcentrifuge tubes, spun down and washed twice with PBS. Cells were then prepared for nucleofection of TALEN mediated knock-in (KI) (i) or Cre mediated RCME (ii). Nucleofection was performed using P3 buffer following the Amaxa P3 Primary cell 4D-Nucleofector kit protocol (V4XP-3024) using program: CB-150. (i) 0.5 μg of AAVS1-TALEN-L and AAVS1-TALEN-R (gift from Dr Danwei Huangfu, Addgene plasmid # 59025) as well as 2 μg of targeting plasmid were used for nucleofection of hPSC cells. Nucleofected hPSC were plated in 10cm plates with 10 uM RI, 1× CloneR (STEMCELL # 05888) and 1 μM SCR7 (Excess Bioscience #M60082). Forty eight hours after plating, blasticidin selection (10 μg/ml) was performed for 10 days. Surviving clonal colonies were picked and expanded for characterization. (ii) For RMCE, 7 × 10^6^ cells were electroporated with a constitutive Cre plasmid and RIPE cassette using a BioRad GenePulser electroporation system using an exponential decay with 250 V and 500 μF settings conditions. Electroporated cells were plated in 10 cm plates with 10 μM RI, and 1× CloneR. 48 hours after plating, puromycin selection (0.5 μg/ml) was performed for 48 h. Clonal colonies were picked after ∼10 days and expanded for further characterization.

### CRISPR-mediated removal of endogenous RNA localization elements

Two sgRNAs for each gene (Net1 : UUUUUACAGUGUAUCAUGUG and GGGUCAUGCUCUUUACAGGG, Trak2: CAUGUGCUAAUUUAUACACG and UGUCCCUAGAGAACACAAGC) were obtained from Synthego and dissolved in 1× TE buffer at a final concentration of 100 μM. Purified Cas9 protein was also obtained from Synthego. RNP complexes were assembled using a 3:1 molar ratio of sgRNA:Cas9 at room temperature for 15 min. The RNP complexes were then co-electroporated with a plasmid encoding GFP into CAD cells using the Neon transfection system (ThermoFisher) using the following settings: 1400 V, 1 pulse for 30 ms. The cells were allowed to recover for 72 h and then GFP-positive single cells were isolated using a MoFlo XDP100 cell sorter. The single cells were allowed to grow for 2 weeks and then expanded for screening.

### Screening of CRISPR clones

Genomic DNA from single cell clones was isolated using the PureLink Genomic DNA Mini kit (Invitrogen). The clones were initially screened for the deletion of the localization element by PCR using primers F1 and R1 (Supplementary Figure S5C). After analyzing the full length PCR product in some clones using Sanger sequencing, we found that these apparently wildtype alleles were instead often inversion alleles. We therefore devised a new strategy to distinguish wildtype and inversion alleles (Supplementary Figure SSC). The knockout efficiencies of clones were determined using qPCR with two sets of primers to distinguish between wildtype alleles (Fq2 and Rq2, Supplementary Figure S5C) and edited alleles (Fq1 and Rq1, Supplementary Figure S5C). This qPCR experiment was performed using iTaq Universal Sybr Green Supermix and 100ng genomic DNA in a final volume of 10 μl.

### Computational predictions of RNA structure

RNA structure predictions were performed using RNAfold (28). For predicted structures of tested oligonucleotides, a window of 80 nt was slid 5 nt at a time across the oligonucleotide sequence. The median minimum free energy (MFE) of these windows was then used as the MFE for the oligonucleotide. For the prediction of guanosine residues participating in quadruplex interactions, the -g flag was used.

### Analyses of sequence conservation

Sequence conservation was assessed using phastCons scores (29) downloaded from UCSC.

### RNA pulldowns

The pull-down experiments and subsequent mass spectrometry were performed according to an adapted experimental pipeline that was previously established (30). Specifically, 10 μl (∼20–35 ng/μl) of cleaned-up PCR amplicon (primer sequences are provided in the table below, used with screening pooled library) were used as template of the *in vitro* transcription (HiScribe™ T7 Quick High Yield RNA Synthesis Kit, #E2050S, New England Biolabs), performed at 37°C for 16 h, followed by DNase I treatment (37°C for 15 min). IVT RNAs were then cleaned-up and concentrated (DNA Clean & Concentrator-5; #D4013, Zymo Research).

3′-Desthiobiotin labeling was carried following the manufacturer's’ guidelines of Pierce™ RNA 3′ End Desthiobiotinylation (ThermoFisher, #20163). Briefly, ∼115 pmol of each RNA was first subjected to fast denaturation in the presence of 25% v/v DMSO (85°C for 4 min) to relax secondary structures and subsequently labelled at 16°C for 16 h. RNA binding proteins were isolated using Pierce™ Magnetic RNA-Protein Pull-Down Kit (ThermoFisher, #20164). Briefly, 3′-desthiobiotin labelled RNAs were incubated with magnetic streptaividin-coated beads (50 μl of slurry for each RNA probe) for 30 min at room temperature under agitation (600 RPM in a ThermoMixer, Eppendorf). 200 μg of cell lysates (in Pierce IP lysis buffer; #87787, ThermoFisher) derived from fully differentiated CAD or N2a cells was then incubated with 3′-desthiobiotinylated-RNA/streptavidin beads at 4°C for 1 h under agitation (600 RPM). 20 μl of each eluate was then analyzed by mass spectrometry.

**Table:** 

Primer ID	Sequence	Template
T7IVT-FLuc-F	5′-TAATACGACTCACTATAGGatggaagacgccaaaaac-3′	Firefly luciferase ORF
IVT-FLuc-R	5′-tgaagagagttttcactgc-3′	
T7IVT-Net1peak-F	5′-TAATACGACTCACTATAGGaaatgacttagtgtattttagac-3′	Net1 3′ UTR
IVT-Net1peak-R	5′-ggtatgagaaaccaaagc-3′	
T7IVT-Trak2peak-F	5′-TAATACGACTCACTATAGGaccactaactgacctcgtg-3′	Trak2 3′ UTR
IVT-Trak2peak-R	5′-ggcaaggaaacgtagctg-3′	

The sequence TAATACGACTCACTATAGG at the beginning of the forward primers encodes a T7 promoter. The biotinylated probe corresponding to the open reading frame of firefly luciferase served as a negative control.

### Mass spectrometry

The pulldown samples were subjected to Trichloroacetic (TCA) precipitation. 20 μl of each eluate was mixed with 80 μl of water and 100 μl of 10% TCA (5% TCA final concentration). The resulting protein pellets were washed twice with cold acetone, dried and dissolved as follows: 45 μl of 10 mM Tris/2 mM CaCl_2_, pH 8.2 buffer; 5 μl trypsin (100 ng/μl in 10 mM HCl); 0.3 μl trypsin Tris 1 M, pH 8.2 to adjusted to pH 8. The samples were then processed with microwave-assisted digestion (60°C for 30 min) and dried. The dried digested samples were dissolved in 20 μl ddH_2_O + 0.1% formic acid and transferred to autosampler vials for Liquid chromatography–mass spectrometry analysis (LC–MS/MS). 2 μl of sample were injected on a nanoAcquity UPLC coupled to a Q-Exactive mass spectrometer (Thermo Scientific).

The protein identification and quantification was performed using MaxQuant v1.6.2.3 and the data were searched against the Swissprot mouse database. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD030720.

### RBP knockdowns

Multiple dsiRNAs (3–5 siRNAs/protein) targeting mouse HnrnpA2, Unk and APC were obtained as TriFecta kit from IDT. dsiRNAs were transfected two days prior to differentiation of the CAD reporter constructs in the presence of 1 μg/ml doxycycline followed by 48 h of differentiation. One 6-well plate per reporter (2 wells/replicate) to be tested was transfected using RNAiMax transfection reagent (Invitrogen) according to the manufacturer's protocol. The efficiency of the knockdown was confirmed by western blot (HnrnpA2) and qRT-PCR (HnrnpA2, Unk and APC). The RNA was collected and purified using Zymo QuickRNA MicroPrep kit (Zymo Research, #R1050) followed by DNase I treatment for 1 h at 37°C. cDNA from 150 ng of purified RNA from each fractions was is synthesized using iScript™ Reverse Transcription Supermix (Bio-Rad, #1708841) in a 10 μl volume with a longer incubation time of 30 mins for reverse transcription step. qPCR was carried out using iTaq Universal Sybr Green Supermix, 2 μl of 1:4 diluted cDNA, and primers (IDT, see sequences below) against the coding sequence of endogenous *HPRT* (control) and HnrnpA2/Unk/APC mRNAs. Reactions were carried out using the Biorad CFX384/CFX-Opus 384 thermocycler with the following conditions: polymerase activation at 95°C for 3 min and 40 cycles of 95°C for 10 s, and 60°C for 30 s. Finally, a melting curve was performed by incubating samples at 65°C for 15 s followed by a temperature gradient increase at 0.5°C/s to 95°C. Each sample was measured with three technical replicates. To ensure no contamination, no reverse transcriptase and no template controls were performed. The knockdown efficiency was calculated using the ΔΔCt method. MIQE guidelines were followed for all qPCR experiments.

**Table:** 

Primer name	Sequence
Fwd-UNK-qPCR	CCTGCCAGTATTGCCACACA
Rev-UNK-qPCR	CGCCTGCTGCATGTCATTAC
Fwd-APC-qPCR	CTGCAATGGAGGAGCAGCTT
Rev-APC-qPCR	CTGGCTATTCTTCGCTGTGC
Fwd-HnrnpA2-qPCR	GACCAGGAAGCAACTTTAGGG
Rev-HnrnpA2-qPCR	GGTCCTCCTCCATACCCATT

## RESULTS

### Identification of 3′ UTRs sufficient for RNA localization activity

In order to study RNA localization in neuronal cells on a transcriptomic scale, we employed a mechanical fractionation technique using cells grown on microporous membranes (18,19,27,31) (Figure 1A). With this technique, cells are plated on the top of membranes whose pores allow neurite growth to the underside of the membrane. However, cell bodies are restricted to the top of the membrane. After cell growth and differentiation, the cells are mechanically fractionated into soma and neurite fractions by scraping the top of the membrane. RNA is collected from both fractions and can be analyzed by RT-qPCR or high-throughput sequencing.

**Figure 1.**
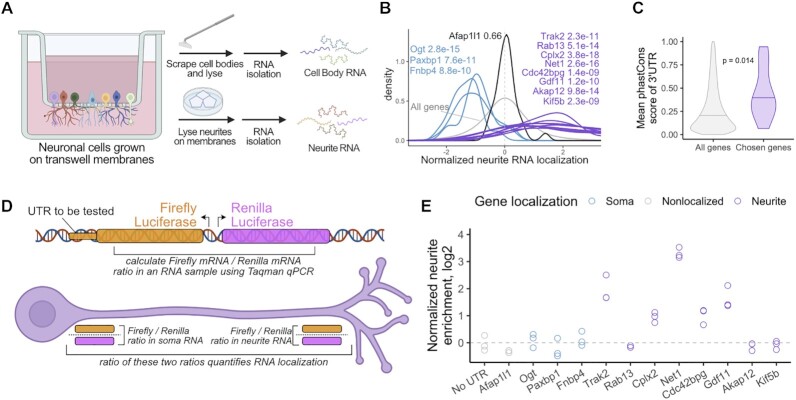
Identification of 3′ UTRs sufficient to drive RNA localization in neuronal cells. (**A**) Diagram of mechanical fractionation of neuron cells and analysis of subcellular transcriptomes. (**B**) Neurite-localized genes were identified through high-throughput RNA sequencing of compartment-specific transcriptomes from 32 mouse primary neuron and cell line-derived samples. Z-normalized neurite enrichments for the RNAs from selected genes are shown. Genes in purple were defined as repeatedly neurite-enriched. Genes in blue were defined as repeatedly soma-enriched, and the gene in black showed neither soma nor neurite enrichment. Wilcoxon *P* values represent the differences in neurite localization distributions between the indicated genes and all genes (gray). (**C**) PhastCons conservation scores for the 3′ UTRs of all genes (gray) and the chosen neurite-enriched genes (purple). (**D**) Diagram of RT-qPCR experiment. Reporter plasmids expressing the firefly and renilla luciferase transcripts are integrated into the genome through Cre-mediated recombination and are expressed from a bidirectional promoter. Sequences whose RNA localization activity will be tested are fused onto the 3′ UTR of Firefly luciferase. The ratio of firefly to renilla luciferase transcripts in soma and neurite samples is measured using Taqman qPCR. Comparing these ratios in soma and neurite samples quantifies localization of the firefly luciferase transcript. (**E**) 3′ UTRs of the indicated genes were fused to firefly luciferase and the neurite localization of the resulting transcript was quantified using RT-qPCR. The neurite localization of the firefly luciferase with no added 3′ UTR was used as a control.

We have performed this technique on 32 mouse samples ranging from neuronal cell lines to primary cortical neurons (18,19,27). By amalgamating these results, we compiled repeated observations of the RNA localization patterns of thousands of transcripts and identified those which were reproducibly enriched in neurites (19). We chose to focus on eight genes whose transcripts were strongly and repeatedly neurite-enriched (Figure 1B, Supplementary Figure S1A) with the goal of identifying sequences within these transcripts that regulate their localization. As controls, we also chose three genes that were reproducibly soma-enriched and one that was neither soma- nor neurite-enriched (Figure 1B, Supplementary Figure S1A).

To narrow the possible sequence search space, we focused on the 3′ UTR sequence of each of these genes as 3′ UTRs have been found to regulate the localization of many RNAs (8,18,32,33). We found that the 3′ UTRs of the chosen neurite-localized genes were more conserved than other 3′ UTRs, suggesting that they may contain functional regulatory elements (Figure 1C). Using RNAseq data from fractionated human motor neurons (19,27), we found that the localization of the human orthologs of these transcripts was very similar to their mouse counterparts, further suggesting that conserved elements within these transcripts mediate their transport (Supplementary Figure S1B).

To directly test if the 3′ UTRs of these transcripts contained RNA localization regulatory elements, we incorporated their 3′ UTRs into firefly and renilla luciferase genes driven by a bidirectional doxycycline-sensitive promoter. The 3′ UTRs to be tested were fused to the firefly luciferase transcript while the 3′ UTR of the renilla luciferase transcript was kept constant, allowing it to serve as an internal control. We then site-specifically integrated this construct into CAD cells using cre/loxP-mediated recombination (34).

We then prepared soma and neurite fractions (Figure 1A) and calculated the relative firefly luciferase and renilla luciferase transcript levels in the resulting RNA samples using Taqman RT-qPCR. By comparing these relative firefly to renilla luciferase transcript ratios in the soma and neurite fractions (i.e. calculating a ratio of ratios), we quantified the localization of various firefly luciferase fusion constructs (Figure 1D).

As a control, we used a construct in which no endogenous 3′ UTR was fused to the firefly luciferase transcript. We set the resulting neurite to soma ratio of firefly to renilla ratios of this construct to one. We then tested the effect of fusing the 3′ UTRs of the identified neurite- and soma-enriched genes on this localization-quantifying ratio of ratios. We found that fusion of the 3′ UTR of 5 of the 8 neurite-localized genes (Trak2, Cplx2, Net1, Cdc42bpg and Gdf11) to firefly luciferase substantially increased neurite enrichment (Figure 1E). Conversely, none of the four control 3′ UTRs had an effect on the neurite enrichment of firefly luciferase RNA. We therefore concluded that RNA localization regulatory elements were located somewhere within the identified active 3′ UTRs.

To further confirm that a subset of these 3′ UTRs were sufficient to drive RNA localization, we visualized the reporter constructs in cells using single molecule fluorescence *in situ* hybridization (smFISH) probes against the firefly transcript (Supplementary Figure S1C). As expected, reporter fusions that were neurite-enriched in the RT-qPCR experiment were also neurite-enriched when assayed using smFISH. Similarly, reporter transcripts that were not neurite-enriched in the RT-qPCR experiment were not neurite-enriched by smFISH.

### Design of a massively parallel reporter assay

To define RNA localization regulatory elements within active 3′ UTRs, we designed an MPRA covering the 3′ UTRs of selected genes. Because previously identified localization regulatory elements were often quite large (50–250 nt) (10,35), we chose to use long oligonucleotides that were densely tiled in order to identify regulatory elements with high resolution. We designed 260 nt oligonucleotides that tiled the chosen 3′ UTRs with one oligonucleotide every 4 nt (Figure 2A). This resulted in an oligonucleotide library with ∼8100 members in which each individual nucleotide within a UTR was incorporated into 65 distinct oligonucleotides (Supplementary files 1 and 2). As positive controls, we included 3 oligonucleotides that covered the entirety of the 150 nt neurite-localized long noncoding RNA BC1 (36). As negative controls, we included oligonucleotides that tiled the 3′ UTRs of four RNAs that were not neurite-enriched (Figure 1E) as well as oligonucleotides that tiled the length of the nuclear restricted lncRNA Malat1.

**Figure 2.**
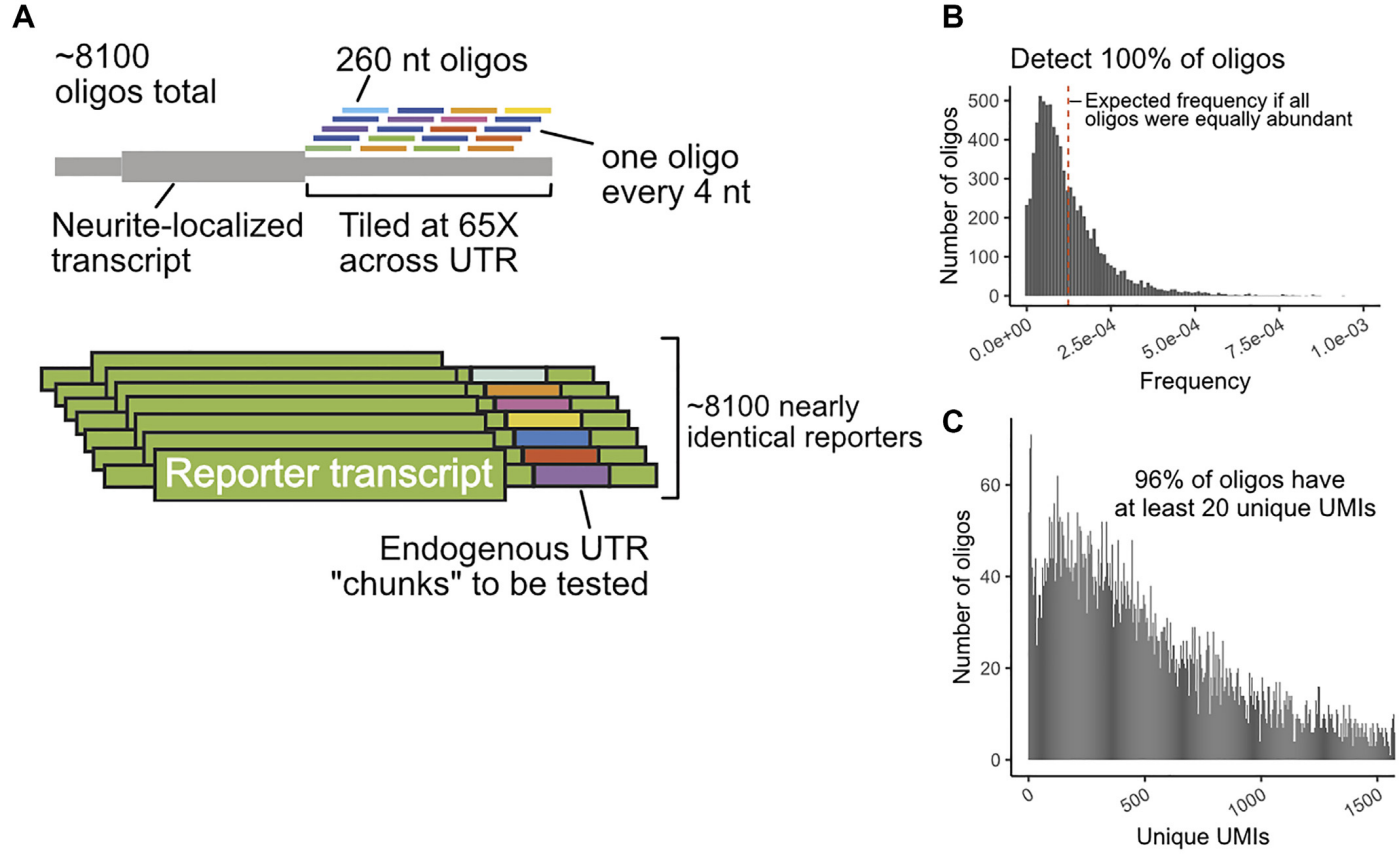
Design of MPRA and QC of synthesized oligonucleotide pool. (**A**) Oligonucleotides of length 260 nt were designed against the 3′ UTRs of chosen genes. Neighboring oligonucleotides were spaced 4 nt from each other, giving an average coverage of 65X per nucleotide. These oligonucleotides were then integrated into the 3′ UTR of reporter transcripts, generating a library of reporters. (**B**) Distribution of oligonucleotide abundances in the synthesized pool. (**C**) Distribution of oligonucleotide abundances in the integrated GFP reporter transcript in CAD neuronal cells.

We were concerned that high-throughput sequencing read aligners like Bowtie2 (24) might have difficulty correctly assigning reads to oligonucleotides that differ from each other by only 4 nt steps. To assess this, we created multiple simulated MPRA libraries of ten thousand 260 nt UTR fragments. In these libraries, oligonucleotides were separated by 2, 5 or 10 nt steps. We created 10 million mock sequencing reads from these libraries, including mimicked oligonucleotide synthesis and sequencing errors (37). We found that decreasing the step size between oligonucleotides resulted in more reads being incorrectly assigned (Supplementary Figure S2A). We observed that the incorrectly assigned reads had lower mapping qualities (Supplementary Figure S2B). We therefore reasoned that allowing Bowtie2 more chances to find optimal alignments (controlled by the parameter -D) might increase performance. Increasing the value of the parameter from its default of 15–150 allowed Bowtie2 to correctly assign 100% of reads from the 2 nt step library (Supplementary Figure S2C). We therefore concluded that with the modified parameter, Bowtie2 can accurately assign reads from high density MPRA libraries, obviating the need for including a sequence-identifying barcode in the oligonucleotide.

### Quality control of MPRA reagents and procedure

To check the quality of the oligonucleotide library, we analyzed it using paired-end high-throughput sequencing. We detected 100% of the expected oligonucleotides in the library and found that most of them were approximately equally abundant (Figure 2B). We found that ∼65% of the oligonucleotides contained no mutations, insertions, or deletions (Supplementary Figure S2D). However, the majority of indels and mutations occurred in regions of the oligonucleotide sequenced by only one read of the paired-end reaction (Supplementary Figure S2E). In the middle of the oligonucleotide where the reads overlapped, we required that both reads contain a mutation in order to call a mutation. Because the observed mutation rate is much lower in the paired end overlap, we conclude that the majority of observed errors are sequencing errors, and that the oligonucleotide library is largely error-free.

After verifying the quality of the oligonucleotide library, it was cloned into two sequence contexts in a single plasmid: once into the 3′ UTR of a gene encoding GFP and once into the 3′ UTR of a gene encoding firefly luciferase. Each plasmid molecule therefore contained two different oligonucleotides incorporated into two different doxycycline-inducible reporter transcripts.

To express the reporter library at moderate and controllable levels, we integrated it into mouse CAD and N2A cells using cre/loxP-mediated recombination (34). This ensured that each cell is only expressing one firefly luciferase and one GFP reporter RNA from the same genomic locus to avoid artifacts of over-expression from transient transfection (38).

In order to use this strategy, we needed to know how many independent integration events we could generate. To calculate this, we integrated a plasmid containing a randomized 15 nt segment into 6 million CAD and N2A cells. After selecting for integrants with puromycin, we used targeted high-throughput sequencing to determine the number of unique 15 nt segments that were genomically integrated. We observed ∼600 000 unique CAD integration events and ∼200 000 unique N2A integration events (Supplementary Figure S2F), giving an cre-mediated integration efficiency of 5–10%, which agreed well with previously published values (39). We therefore concluded that integrating our 8100 reporter constructs was feasible. Indeed, after integration, we could detect and reliably quantify the vast majority of oligonucleotides (Figure 2C, Supplementary Figure S2G).

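The authors' tables list 8110 oligonucleotides from 15 source RNAs, of which 7967 had a UMI in CAD GFP and 8043 in N2A GFP. With the GFP reporter, 93.9% of them had a mean of at least 20 UMIs per library in N2A cells, a mouse neuroblastoma line, and 76.4% in CAD cells, a mouse line of catecholaminergic neuronal origin. With the firefly reporter these shares were 83.1% in N2A cells and 60.3% in CAD cells. Among the source RNAs in N2A GFP, Kif5b, which encodes a kinesin heavy chain, had the lowest share (81.7%), and Afap1l1, an actin filament-associated protein gene used as a control, had a share of 99.6%. In CAD firefly the share ranged from 43.2% for Kif5b to 72.7% for Trp53inp2 among the RNAs with more than 3 oligonucleotides. BC1, a short noncoding RNA found in dendrites, has 3 oligonucleotides, and all 3 passed this level in every set. The median oligonucleotide had a mean of 254 UMIs per library in CAD GFP, 666 in N2A GFP, 39.1 in CAD firefly and 74.8 in N2A firefly.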

### MPRA results are reproducible across cell lines and reporter transcript scaffolds

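Reporter RNA from soma and neurite fractions of CAD and N2A cells was sequenced separately for the GFP and the firefly luciferase reporter. This gave 4 sets (CAD GFP, N2A GFP, CAD firefly and N2A firefly) of 4 soma and 4 neurite libraries each, or 32 libraries. The methods count the cells of 1 plate as 1 replicate, so the 4 replicates were taken as separate cultures. The authors trimmed adapters with cutadapt, aligned reads with Bowtie2 to the oligonucleotide sequences, and deposited the number of reads and of unique UMIs per oligonucleotide in each library, as whole counts without normalization.
CAD GFP neurite libraries held 6622806 to 10113149 UMIs (median 9503566) and CAD GFP soma libraries 12243605 to 14122698 (median 13043244). N2A GFP neurite libraries held 9884820 to 11030529 UMIs (median 10488673) and N2A GFP soma libraries 8768445 to 10340658 (median 9718561). The firefly libraries were smaller. CAD firefly neurite libraries held 1088535 to 1426964 UMIs (median 1362586) and soma libraries 2005263 to 2553739 (median 2357292). N2A firefly neurite libraries held 721767 to 843120 UMIs (median 794694) and soma libraries 1178789 to 1384508 (median 1252110).
Neurite was compared with soma within each set by edgeR's quasi-likelihood F test on the UMI counts, with TMM factors, edgeR's default expression filter and Benjamini-Hochberg adjustment. An oligonucleotide was called at an adjusted p under 0.01, the paper's cutoff. A positive log2 fold change means a higher share of the neurite than of the soma libraries. Oligonucleotides are named by their source RNA and their number from its 5′ end, in steps of 4 nt.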

We fractionated CAD and N2A cells containing the MPRA library into cell body and neurite fractions in quadruplicate. Using targeted RNAseq, we then quantified the relative abundance of each oligonucleotide in the firefly luciferase and GFP reporters in each fraction (Supplementary Tables S1–S4). UMIs that were incorporated during reverse transcription were used for quantification to exclude PCR amplification artifacts.

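The UMI has 8 nt, which limits the number of different sequences per oligonucleotide and library. In CAD GFP the most abundant oligonucleotide used 85.5% to 97.3% of them in the neurite libraries, where it was Trak2.38, and 91.1% to 93.9% in the soma libraries, where it came from Fnbp4. In N2A GFP it was BC1.1, which used 53.2% to 64.3% over both compartments. It was 40.9% to 64.4% in CAD firefly and 4.20% to 9.00% in N2A firefly. If molecules draw UMI sequences at random, collisions hid 8.54% to 13.5% of all CAD GFP molecules and 2.55% to 3.28% of N2A GFP molecules. Each UMI was read 2.44 to 4.65 times in the GFP libraries and 14.2 to 21.8 times in the firefly libraries.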

We found that oligonucleotide abundances within samples clustered by cellular compartment and that abundances within compartments were highly similar (Figure 3A, Supplementary Figure S3A–C). 

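In CAD GFP, pairs of soma libraries had Spearman correlations of 0.981 to 0.982 over the 8110 oligonucleotides, and pairs of neurite libraries 0.972 to 0.978. Soma and neurite libraries of CAD GFP had lower correlations with each other, 0.959 to 0.970. In N2A GFP the ranges were 0.981 to 0.984 among soma libraries, 0.977 to 0.982 among neurite libraries and 0.965 to 0.975 between compartments. The firefly reporter gave wider ranges. In CAD firefly, soma libraries had correlations of 0.958 to 0.964, neurite libraries 0.922 to 0.940, and pairs across compartments 0.924 to 0.957. In N2A firefly, replicate 2 stood apart in both compartments: its correlations with the other replicates were 0.820 to 0.851, while the other 3 replicates had 0.926 to 0.954 among themselves. In that set the soma and neurite libraries of the same replicate number had correlations of 0.949 to 0.951. Correlations are across oligonucleotides, which overlap and are not independent.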

We then identified oligonucleotides that were significantly enriched in a compartment using DESeq2 (23), using a false discovery rate (FDR) cutoff of 0.01. Using these parameters, we identified 379 and 220 oligonucleotides that were neurite- and soma-enriched, respectively, in the GFP reporter construct in CAD cells. 

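In CAD cells with the GFP reporter, 313 of 6600 tested oligonucleotides were neurite-enriched and 55 were soma-enriched. Neurite-enriched oligonucleotides had a median log2 fold change of 2.46 and soma-enriched ones of -0.98. Among the most enriched was Trak2.33, from the 3′ UTR of an adaptor that links kinesin to mitochondria, with 165 ± 61.3 CPM in neurites and 2.51 ± 0.91 CPM in soma (SD, n = 4 libraries each). This is a log2 fold change of 6.03 (standard error 0.37, adjusted p = 4.00e-08 from edgeR). Net1.313, from a guanine nucleotide exchange factor gene for RhoA, had a log2 fold change of 4.29 (standard error 0.08, adjusted p = 3.56e-13), the lowest adjusted p among the oligonucleotides of its peak. Under 2 settings added after seeing the data it was higher, 4.74 with UMIs corrected for collisions and 5.25 with reads.
Of the 5 largest changes toward the soma, 3 came from Cplx2, which encodes the synaptic protein complexin. Cplx2.9 fell to a log2 fold change of -2.72 (adjusted p = 0.00186), Cplx2.26 of -2.38 (adjusted p = 0.00748) and Cplx2.28 of -2.31 (adjusted p = 6.38e-04). Trp53inp2.611 and Gdf11.552 had log2 fold changes of -2.68 (adjusted p = 0.0038) and -2.30 (adjusted p = 8.76e-04). Not all of these calls held: that of Cplx2.26 ended under 7 of 15 alternatives and that of Trp53inp2.611 under 4 of 16, all but 1 of them with a library left out, and that of Cplx2.9 ended with reads.
The number of soma-enriched oligonucleotides was 88 with the replicate as a block and 220 with DESeq2, which called 379 neurite-enriched. Without neurite replicate 2 it was 35, without neurite replicate 4 it was 94, and without soma replicates 1, 2, 3 and 4 in turn it was 32, 27, 26 and 26.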

269 and 132 oligonucleotides were neurite- and soma-enriched, respectively, using the GFP construct in N2A cells.

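In N2A cells with the GFP reporter, 171 of 7767 tested oligonucleotides were neurite-enriched and 70 were soma-enriched. The neurite-enriched ones had a median log2 fold change of 1.22. Net1.314 was the most enriched, with 117 ± 23.3 CPM in neurites and 6.55 ± 1.73 CPM in soma (SD, n = 4 libraries each), a log2 fold change of 4.16 (standard error 0.23, adjusted p = 4.32e-10 from edgeR). Trak2.38 followed with 3.53 (adjusted p = 5.56e-10). Malat1.1189 and Malat1.1188, from a nuclear long noncoding RNA, had 3.35 (adjusted p = 3.91e-07) and 3.31 (adjusted p = 1.05e-06), and Net1.298 had 3.33 (adjusted p = 1.08e-04).
Of the 5 oligonucleotides with the largest soma enrichment, 4 came from Cplx2 and 1 from Kif5b. Cplx2.817 had a log2 fold change of -3.40 (adjusted p = 0.00107) at 1 to 6 UMIs per neurite library. Cplx2.550, Cplx2.19 and Cplx2.31 had -1.33, -1.22 and -1.20, and Kif5b.286 had -2.24 (adjusted p = 0.00612). The call of Kif5b.286 ended under 7 of 15 alternatives and that of Cplx2.31 under 9 of 16.
DESeq2 called 269 neurite-enriched and 132 soma-enriched oligonucleotides, and the fit with the replicate as a block called 114 soma-enriched. Without soma replicate 1, 2 or 3, the number of soma-enriched oligonucleotides was 42, 39 and 42.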

**Figure 3.**
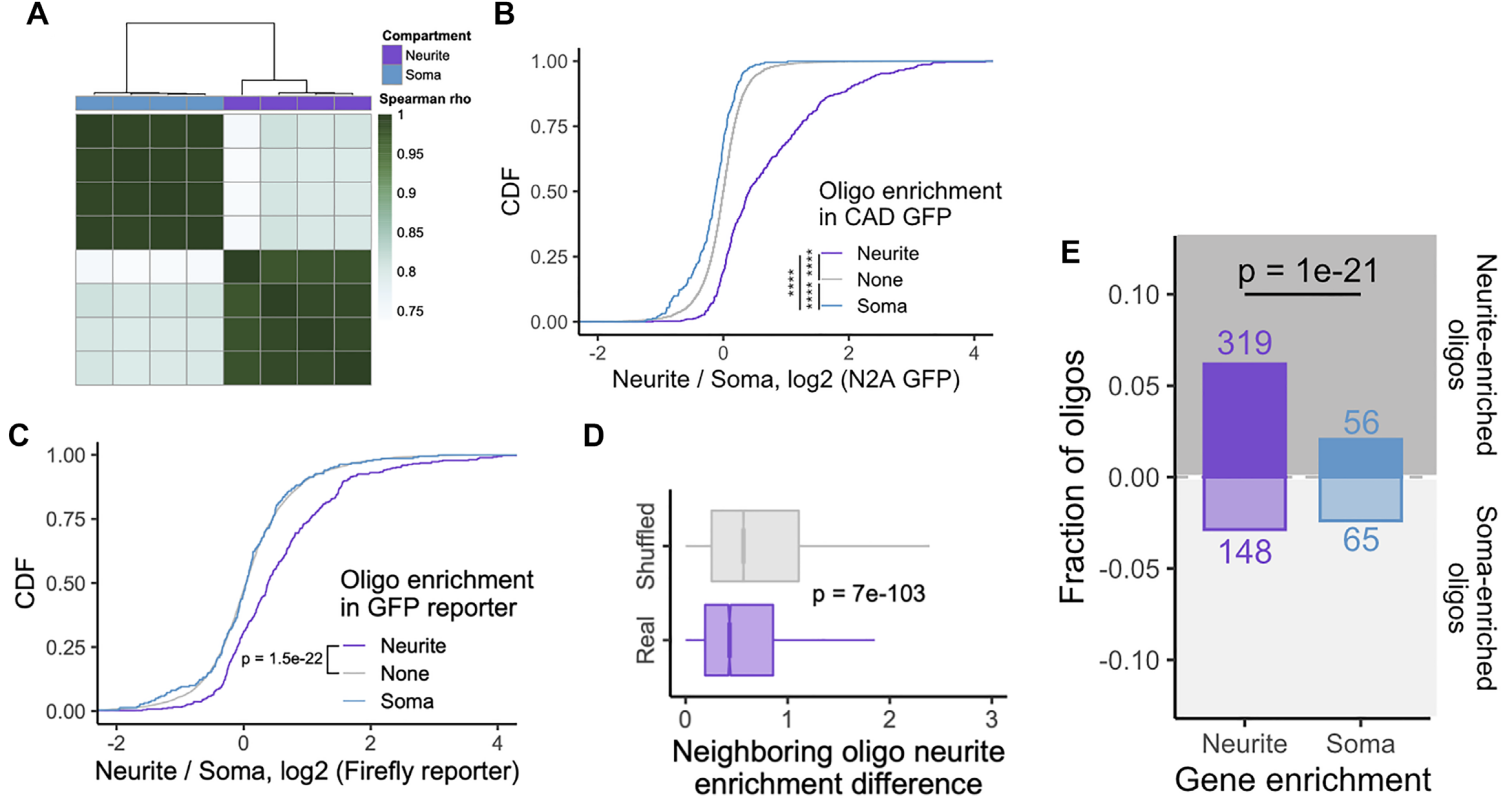
Overview and QC of MPRA results. (**A**) Hierarchical clustering of oligonucleotide abundances from the GFP reporter in CAD cells. (**B**) Concordance of results across cell lines. Neurite enrichment in N2A GFP samples of oligonucleotides defined as soma- (blue), neurite- (purple) or non-localized (gray) in CAD GFP samples. (**C**) Concordance of results across reporter scaffolds. Neurite enrichment in CAD firefly luciferase samples of oligonucleotides defined as soma-, neurite- or non-localized in CAD GFP samples. (**D**) Distribution of absolute differences in neurite enrichment values for neighboring oligonucleotides. As a control, the positional relationship between all oligonucleotides was randomly shuffled, and the difference in neurite enrichment for neighboring oligonucleotides were recalculated. (**E**) Number of significantly neurite- and soma-enriched oligonucleotides among those drawn from UTRs from neurite- and soma-enriched genes. All significance tests were performed using a Wilcoxon rank-sum test. *P* value notation: * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

We then wondered if oligonucleotide enrichments were consistent across cell lines. We found that oligonucleotides that were neurite-enriched in CAD cells had significantly higher neurite enrichments in N2A cells than non-localized oligonucleotides. Conversely, oligonucleotides that were soma-enriched in CAD cells had significantly lower neurite enrichments than non-localized oligonucleotides (Figure 3B). 

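The 310 oligonucleotides that were neurite-enriched in CAD GFP and tested in N2A GFP had a median log2 fold change of 0.51 in N2A cells (quartiles 0.08 and 1.27). The 6151 called in neither direction had a median of -0.01. The difference of 0.52 had a p of 1e-05 by a two-sided permutation test that shifts the classes in a circle along each RNA, the smallest p that 100000 shifts can give. Beside this permutation test, the Wilcoxon rank-sum test, which treats overlapping oligonucleotides as independent, gave p = 3.07e-73. Of these 310, 119 were also neurite-enriched in N2A cells, where 7.80 would be shared if the calls were independent, and 2 were soma-enriched.
Trak2.28, Net1.313 and Cdc42bpg.113, the last from a kinase that acts downstream of Cdc42, passed the test in both lines. Their log2 fold changes in N2A cells were 3.08 (adjusted p = 2.55e-12 from edgeR), 2.03 (6.32e-08) and 1.27 (0.00266). The N2A enrichment lay mainly in the peaks. Oligonucleotides inside the 7 peaks of CAD GFP had a median of 1.01 in N2A cells (n = 226). The 103 neurite-enriched ones outside the peaks had 0.03. Their difference from those called in neither direction did not pass the same permutation test (p = 0.177), which does not show that there is none.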

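The 55 soma-enriched oligonucleotides of CAD GFP had a median log2 fold change of -0.20 in N2A GFP (quartiles -0.50 and -0.03), with a difference of -0.20 from those called in neither direction (p = 3.80e-04 by the two-sided circular-shift permutation test and 5.80e-08 by the Wilcoxon rank-sum test). Only 1 of them was itself called soma-enriched in N2A cells, against 0.557 expected from independent calls. The start of the Cplx2 3′ UTR was shifted to the soma in both lines: over the oligonucleotides that precede its peak, the mean log2 ratio was -1.13 ± 0.66 in CAD GFP and -0.65 ± 0.34 in N2A GFP (SD, n = 4 replicates each). There, 10 of 49 tested oligonucleotides were soma-enriched in CAD cells and 14 of 51 in N2A cells.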

Further, neurite enrichments for all oligonucleotides in CAD and N2A cells were significantly correlated with each other (Supplementary Figure S3D, E).

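Across the 6516 oligonucleotides tested in both lines, GFP log2 fold changes in CAD and N2A cells had a Pearson correlation of 0.506 and a Spearman correlation of 0.164. For the firefly reporter the values were 0.214 and 0.207 over 5406 oligonucleotides. All 4 had a p of 1e-05 by a two-sided circular-shift permutation test, the smallest that 100000 shifts can give. These correlations are across overlapping oligonucleotides of 15 RNAs, not across samples. Malat1 supplied the most oligonucleotides in the files (1668), followed by Cplx2 (1038), Trp53inp2 (750) and Trak2 (749).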

To determine if oligonucleotide enrichments were consistent across reporter constructs, we similarly compared neurite enrichments for oligonucleotides embedded in the GFP and firefly luciferase reporters. 

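The 243 oligonucleotides that were neurite-enriched with GFP and tested with firefly had a median log2 fold change of 0.36 with firefly (quartiles -0.12 and 0.90), 0.34 above the 4665 called in neither direction with GFP. This difference had a p of 3.00e-05 by the two-sided circular-shift permutation test and 1.27e-16 by the Wilcoxon rank-sum test. With firefly, 77 of 5585 tested oligonucleotides were neurite-enriched. Trak2 and Net1 held 24 each, Cplx2 10, Malat1 6, Trp53inp2 5 and Cdc42bpg 3. Fnbp4 held 2, and Gdf11, Paxbp1 and Afap1l1 held 1 each. The 2 soma-enriched ones were Ogt.266 (log2 fold change -0.90) and Net1.69 (-0.76), whose calls ended under 10 and 7 of 16 alternatives. Trak2 gave the 5 largest firefly values, led by Trak2.24 at 3.14 (standard error 0.39, adjusted p = 2.38e-04 from edgeR) and Trak2.28 at 2.97 (standard error 0.16, adjusted p = 2.12e-07). Of the 243, 43 were neurite-enriched with both reporters, where 3.78 would be shared by independent calls. The 36 oligonucleotides that were soma-enriched with GFP differed by -0.07 with firefly (p = 0.452 by the permutation test), and the sign changed under 3 alternatives. The neurite-enriched count was 135 with the replicate as a block, 121 with at least 50 UMIs required and 153 with DESeq2. The soma-enriched count of 2 was 10 with the replicate as a block and 33 with DESeq2. It was 0 without neurite replicate 2, neurite replicate 4 or any 1 of soma replicates 1, 2, 3 and 4, and 1 without neurite replicate 3.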

Oligonucleotides that were significantly neurite-enriched when embedded within the GFP reporter had significantly higher neurite enrichments than expected when embedded in the firefly luciferase reporter (Figure 3C), indicating a broad concordance of results between reporter transcripts. These results suggest that the observed localization activity is independent of both the cell line used and the broader sequence context of the reporter.

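The peaks differed in height between the cell lines. With GFP in CAD cells, the mean log2 ratio of neurite to soma over the Trak2 peak was 4.31 ± 0.04 (SD, n = 4 replicates), and in N2A cells it was 1.74 ± 0.28. Net1 had 3.27 ± 0.35 and 1.35 ± 0.22, Gdf11, a growth factor of the TGF-β family, 3.28 ± 0.33 and 1.40 ± 0.23, Cdc42bpg 2.42 ± 0.25 and 0.94 ± 0.20, and Cplx2 2.21 ± 0.32 and 0.47 ± 0.12. In each of these peaks every CAD replicate lay above every N2A replicate (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow, and 0.0333 after Benjamini-Hochberg adjustment over 7 peaks). These peaks were defined on the CAD GFP calls, which favors CAD cells. Over windows defined on the N2A GFP calls, a test chosen after seeing the data, the differences were 2.32 for Trak2, 1.92 for Net1, 1.70 for Gdf11, 1.20 for Cdc42bpg and 1.86 for Cplx2, again with every CAD replicate above every N2A replicate. Malat1 had 2.64 ± 0.62 in CAD and 2.22 ± 0.32 in N2A cells, a difference of 0.42 that did not pass this test (exact permutation p = 0.343). With at least 50 UMIs required its difference was 0.72 and passed (exact permutation p = 0.0286). Leaving out 1 library in turn gave 0.12 to 0.59. Under 18 of 19 alternatives the Malat1 difference did not pass, and the lowest value was 0.07.
With firefly in CAD cells, the Trak2 peak had 1.92 ± 0.09 and the Net1 peak 0.98 ± 0.11 (SD, n = 4 replicates), both above 0 in all 4 replicates. Trp53inp2 had 0.78 ± 0.28 and Cdc42bpg 0.34 ± 0.11, above 0 in all 4, Cplx2 0.27 ± 0.30, above 0 in 3, and Gdf11, with 3 tested oligonucleotides, 0.02 ± 1.57, above 0 in 1. The Malat1 peak, high with GFP in both lines, had -0.29 ± 0.45 with firefly in CAD cells. The reporters were not compared by a test: fewer oligonucleotides of most peaks were tested with firefly, and peaks defined on GFP calls favor GFP. In N2A firefly, edgeR and DESeq2 both called 0 oligonucleotides; by edgeR, 197 of 7260 had an unadjusted p under 0.05. The Trak2 peak there had a mean of 0.38 ± 0.14, Malat1 0.32 ± 0.06 and Cdc42bpg 0.20 ± 0.09, above 0 in 4 of 4 replicates, Net1 0.10 ± 0.20 and Gdf11 -0.10 ± 0.48, above 0 in 3 of 4, and Cplx2 0.08 ± 0.17, above 0 in 2 of 4. With the replicate as a block, 40 N2A firefly oligonucleotides were neurite-enriched and 17 soma-enriched, and without both libraries of replicate 2, a choice made after seeing the data, 2 and 1. From its comparisons of cell lines and reporters, the paper proposes that the localization activity depends neither on the cell line nor on the sequence around the oligonucleotide.

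**Figure D1:**
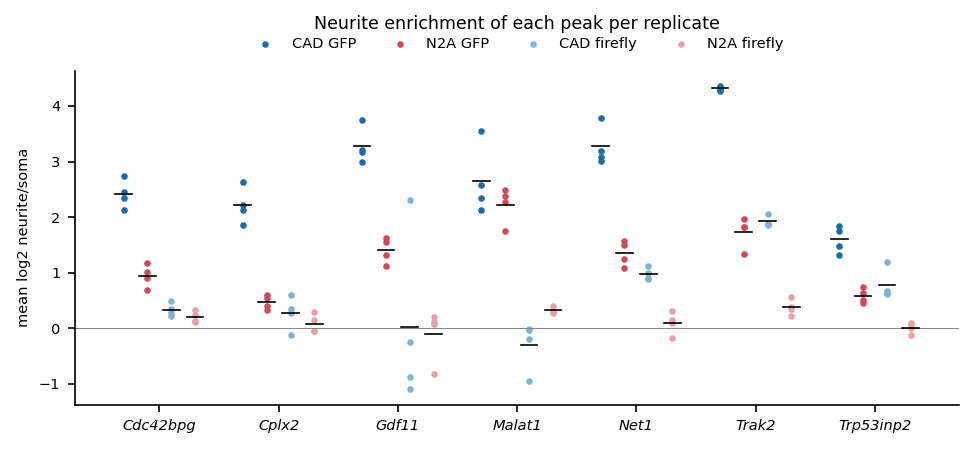
Mean log2 ratio of neurite to soma over the oligonucleotides of each peak (y axis), by source RNA (x axis) and set (color). Points are the 4 replicates and lines their mean. The GFP points of CAD cells lie above those of N2A cells for each RNA except Malat1.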

If the observed data were robust, then we would expect that two oligonucleotides who neighbor each other in their position within a UTR to have similar neurite enrichments since they share 252 nt of sequence. To assess this, we calculated absolute differences in neurite enrichments for all neighboring oligos. As a control, we shuffled the positions of oligonucleotides along UTRs but within a gene and repeated the analysis. We observed that the neurite enrichments of neighboring oligonucleotides were significantly more similar to each other than in the shuffled control (Figure 3D). 

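Neighboring oligonucleotides, 4 nt apart, had similar enrichment in CAD GFP. Over 5805 pairs of consecutive oligonucleotides that were both tested, the median absolute difference in log2 fold change was 0.35. After positions were shuffled within each RNA it was 0.47, so the observed difference was 0.749 of the shuffled one (one-sided permutation test with 100000 shuffles, p = 1e-05, the smallest they can give). Malat1 contributed the most pairs (1183), Cplx2 794 and Trp53inp2, an autophagy regulator gene, 686.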

We then performed this analysis for each gene individually. Interestingly, in the neurite-enriched genes, neighboring oligonucleotides had similar neurite enrichments. However, this was not true for the soma-enriched genes (Supplementary Figure S3F).

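Among the RNAs that localize to neurites, the similarity of neighbors was strongest in Cdc42bpg, where the median difference was 0.526 of its shuffled value over 185 pairs. Cplx2 followed with 0.614, Net1 with 0.622, Gdf11 with 0.654 and Trak2 with 0.678, each with a one-sided permutation p of 1e-05, the smallest possible (2.00e-05 after Benjamini-Hochberg adjustment over 14 RNAs). Akap12, an anchoring protein for kinase A, had 0.737 (permutation p = 2.50e-04), Rab13, a small GTPase of vesicle transport, 0.745 (p = 7.90e-04) and Kif5b 0.826 (p = 5.10e-04). All 8 RNAs passed at an adjusted p under 0.05. BC1 was not tested because it has too few oligonucleotides.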

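Of the 3 soma-enriched genes, neighbors were more alike than shuffled ones in Ogt, which encodes O-GlcNAc transferase, with a ratio of 0.881 over 302 pairs (one-sided permutation p = 0.0219). The ratios of Paxbp1 (0.908, permutation p = 0.125) and Fnbp4 (0.969, p = 0.317) did not pass the test. Their numbers of pairs were 167 and 239, within the range of the RNAs above. Malat1, the nuclear negative control, had 0.794 over 1183 pairs (permutation p = 1e-05). Afap1l1, the control that does not localize, had 0.835 over 173 pairs (permutation p = 0.0221, adjusted p = 0.0258). The ratios of these 5 RNAs overlap with those of the neurite-enriched genes, as that of Kif5b lies between Malat1 and Afap1l1, and the differences between RNAs were not tested.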

### Oligonucleotides drawn from neurite-enriched transcripts are more likely to be neurite-enriched than those drawn from soma-enriched transcripts

If our results were to make biological sense, we would expect that oligonucleotides drawn from neurite-enriched transcripts would be more likely to be neurite-enriched than those drawn from the soma-enriched control transcripts. 

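In CAD GFP, 235 of 3500 tested oligonucleotides from neurite-enriched genes (Trak2, Rab13, Cplx2, Net1, Cdc42bpg, Gdf11, Akap12, Kif5b and BC1) were neurite-enriched, or 6.71%. From the soma-enriched genes Ogt, Paxbp1 and Fnbp4 together with the negative control Malat1, which the paper's supplementary figure colors as soma-localized, it was 39 of 2191, or 1.78%. The ratio of the shares was 3.77 (Fisher's exact test, two-sided, p = 2.37e-19; p = 0.00415 by a two-sided permutation test that shifts the calls in a circle over the library). Malat1 held 29 of the 39. Without Malat1 and BC1 the ratio was 5.52 with a permutation p of 0.0685, and with at least 50 UMIs required it was 2.86 with a permutation p of 0.0554.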

Reassuringly, we found that oligonucleotides from neurite-enriched genes were 3 times as likely to themselves be neurite-enriched than those contained within soma-enriched genes (*P* = 1e−21, binomial test) (Figure 3E). When we considered each gene individually, most neurite-enriched genes contained far more neurite-enriched oligos than soma-enriched oligos. This includes our positive control, BC1, for whom two out of its three constituent oligos were significantly neurite-enriched (Supplementary Figure S3G).

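Net1 had 54 neurite-enriched and 2 soma-enriched oligonucleotides in CAD GFP, Trak2 41 and 0, Cdc42bpg 36 and 5, and Cplx2 77 and 12. Rab13 had 9 and 0. In Gdf11 the numbers were closer, 14 and 10. Akap12 had 1 neurite-enriched and 8 soma-enriched oligonucleotides, and Kif5b had 1 and 0 of 475 tested. These are edgeR calls. Among these genes, DESeq2 called more soma-enriched than neurite-enriched oligonucleotides in Gdf11 (19 and 24), Akap12 (7 and 20) and Kif5b (4 and 8). By edgeR, the soma-enriched genes Ogt, Paxbp1 and Fnbp4 had 2 and 0, 1 and 1, and 7 and 0, the negative control Malat1 29 and 10 and Afap1l1 4 and 3. By DESeq2, Ogt had 4 and 12, Paxbp1 2 and 10, Fnbp4 7 and 4, Malat1 43 and 39 and Afap1l1 4 and 7. Trp53inp2 had 35 neurite-enriched and 4 soma-enriched of 713 tested by edgeR, and 37 and 11 by DESeq2.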

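BC1, a short noncoding RNA carried to dendrites, had neurite enrichment in its first 2 oligonucleotides in CAD GFP. BC1.1 had a log2 fold change of 0.54 (standard error 0.06, adjusted p = 1.34e-05 from edgeR), at 5036 ± 356 CPM in neurites and 3455 ± 176 CPM in soma (SD, n = 4 libraries each). BC1.2 had 0.38 (standard error 0.05, adjusted p = 1.10e-04), and BC1.3, which starts 8 nt after BC1.1, had -0.17 (adjusted p = 0.525). In N2A GFP their values were 0.02, 0.08 and 0.09, with adjusted p of 0.789, 0.481 and 0.572. In CAD firefly they were -0.43, -0.30 and -0.24, with adjusted p of 0.25, 0.335 and 0.399. The gene lies on chromosome 7 of mm10, tiled from 144914420 to 144914687.
BC1.1 had 33088 to 44607 UMIs per CAD GFP neurite library and 48673 to 50800 per soma library. At such counts some molecules share a UMI sequence if these are drawn at random, more of them in soma libraries. With UMIs corrected for collisions BC1.1 had a log2 fold change of 0.30 (adjusted p = 2.83e-04) and BC1.2 of 0.22 (adjusted p = 0.0393), and with reads in place of UMIs 0.18 (adjusted p = 0.0284) and 0.18 (adjusted p = 0.119). Under these settings, added after seeing the data, BC1.2 was no longer called, and BC1.1 was called with corrected UMIs but not with reads.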

### Neurite-enriched oligonucleotides cluster together along the 3′ UTR to define peaks of activity

We then arranged oligonucleotides according to their position along their parental 3′ UTRs and plotted their neurite enrichments. Encouragingly, we found that for all of the 3′ UTRs that were sufficient to direct localization to neurites, peaks of activity within the 3′ UTR were clearly visible (Figure 4A–E, Supplementary Figure S4A). These peaks represent RNA elements within the 3′ UTR that regulate RNA localization. 

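Peaks of neurite-enriched oligonucleotides in CAD GFP lay in 5 3′ UTRs of neurite-localized RNAs. In Trak2, all 37 oligonucleotides from number 8 to 44 were neurite-enriched, with a median log2 fold change of 4.89 among those called. In Net1, 49 of the 53 tested oligonucleotides of the peak were called, with a median of 3.98, and in Cplx2 61 of 65, with a median of 2.60. Cdc42bpg had 30 of 36 called, with a median of 2.92, and Gdf11 9 of 11, with a median of 3.60. In N2A GFP called oligonucleotides of these regions numbered, 25 of 37 in Trak2, 29 of 50 in Net1, 23 of 65 in Cplx2, 17 of 35 in Cdc42bpg and 8 of 11 in Gdf11.
The lowest adjusted p of each peak belonged to Trak2.28 (log2 fold change 4.91, 8.66e-13), Cplx2.106 (log2 fold change 2.89, 9.78e-12) and Gdf11.67 (3.42, 2.88e-12), and in the other peaks to Net1.313 and Cdc42bpg.113. Trak2.28 had 5.40 with UMIs corrected for collisions and 6.13 with reads, both added after seeing the data. In Akap12 and Kif5b 1 oligonucleotide each was neurite-enriched, and in Rab13 9 were, with no stretch of 10 or more under the window rule at an adjusted p under 0.01. From these peaks, the paper concludes that they are RNA elements within the 3′ UTR that regulate localization.

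**Figure D2:**
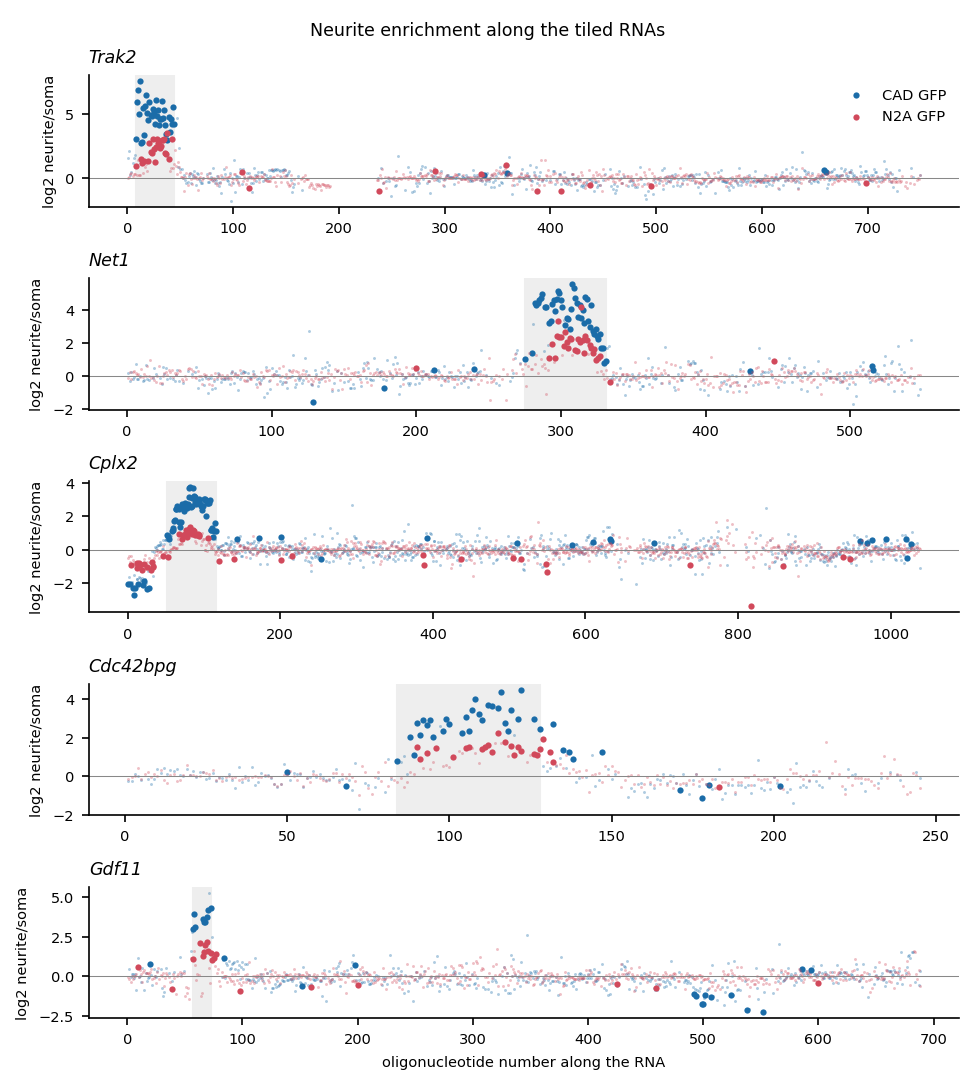
Log2 fold change of neurite over soma (y axis) against the number of the oligonucleotide along the 3′ UTR (x axis) in CAD GFP and N2A GFP. Large points passed an adjusted p under 0.01, small points did not, and gray bands are the windows of CAD GFP. Trak2 has its peak near the start and Net1 near the middle of the tiled region.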

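The control 3′ UTRs of Fnbp4, Afap1l1, Ogt and Paxbp1 held scattered neurite-enriched oligonucleotides but no stretch that met the window rule. The highest mean log2 fold change over 17 consecutive oligonucleotides in CAD GFP was 0.35 in Fnbp4, 0.30 in Afap1l1, 0.26 in Ogt and 0.07 in Paxbp1. Fnbp4, a gene for a formin-binding protein, had 2.61% of its tested oligonucleotides called neurite-enriched, Afap1l1 2.04%, Ogt 0.542% and Paxbp1, a chromatin-associated protein gene, 0.524%. In N2A GFP these RNAs also gave no window, with 2 called in Fnbp4, 2 in Afap1l1, 1 in Ogt and 2 in Paxbp1.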

We were not able to detect peaks of activity in the 3′ UTRs of genes that were not neurite-localized (Figure 4F, Supplementary Figure S4B), further demonstrating the specificity of the experiment. 

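Malat1, a long noncoding RNA retained in the nucleus, held 1 stretch of neurite enrichment in CAD GFP at an adjusted p under 0.01. It ran from oligonucleotide 1180 to 1191, on chromosome 19 of mm10 from 5797703 to 5798006, and 8 of its 11 tested oligonucleotides were called. Malat1.1188 had a log2 fold change of 4.53 (standard error 0.29, adjusted p = 6.55e-08 from edgeR), with 206 ± 91.5 CPM in neurites and 8.92 ± 0.91 CPM in soma (SD, n = 4 libraries each). In N2A GFP 10 of the 11 were called, and in CAD firefly 0 of 11 by edgeR at the same threshold. The other 21 neurite-enriched oligonucleotides of Malat1 lay outside this stretch.

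**Figure D3:**
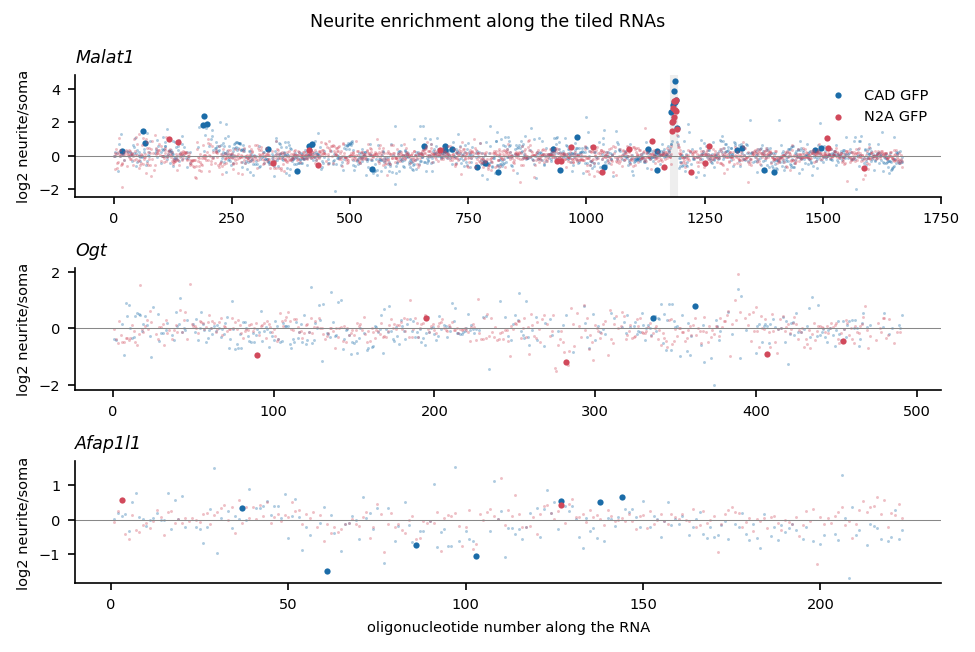
Log2 fold change of neurite over soma (y axis) against the number of the oligonucleotide along the RNA (x axis) in CAD GFP and N2A GFP for Malat1 and for 2 control 3′ UTRs. Large points passed an adjusted p under 0.01, and the gray band is the window from 1180 to 1191.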

Intriguingly, we did detect one clear peak of activity within the body of *Malat1* (Supplementary Figure S4B). Importantly, these peaks span dozens of oligonucleotides, meaning that fully independent yet related oligonucleotides behaved similarly in the MPRA, giving us confidence in the results.

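The windows spanned 65 oligonucleotides in Cplx2, 57 in Net1, 45 in Cdc42bpg, 37 in Trak2, 17 in Gdf11 and 12 in Malat1. An oligonucleotide of 260 nt in steps of 4 nt shares sequence with the next 64, so the first and the last oligonucleotide of the Cplx2 window share 4 nt. In the Cplx2 window the highest log2 fold change was 3.76, in Net1 5.57, in Cdc42bpg 4.48 and in Gdf11 4.33. The span was 28 in Gdf11 with at least 50 UMIs required, and no Gdf11 window was left when oligonucleotides that were not tested counted as not enriched.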

**Figure 4.**
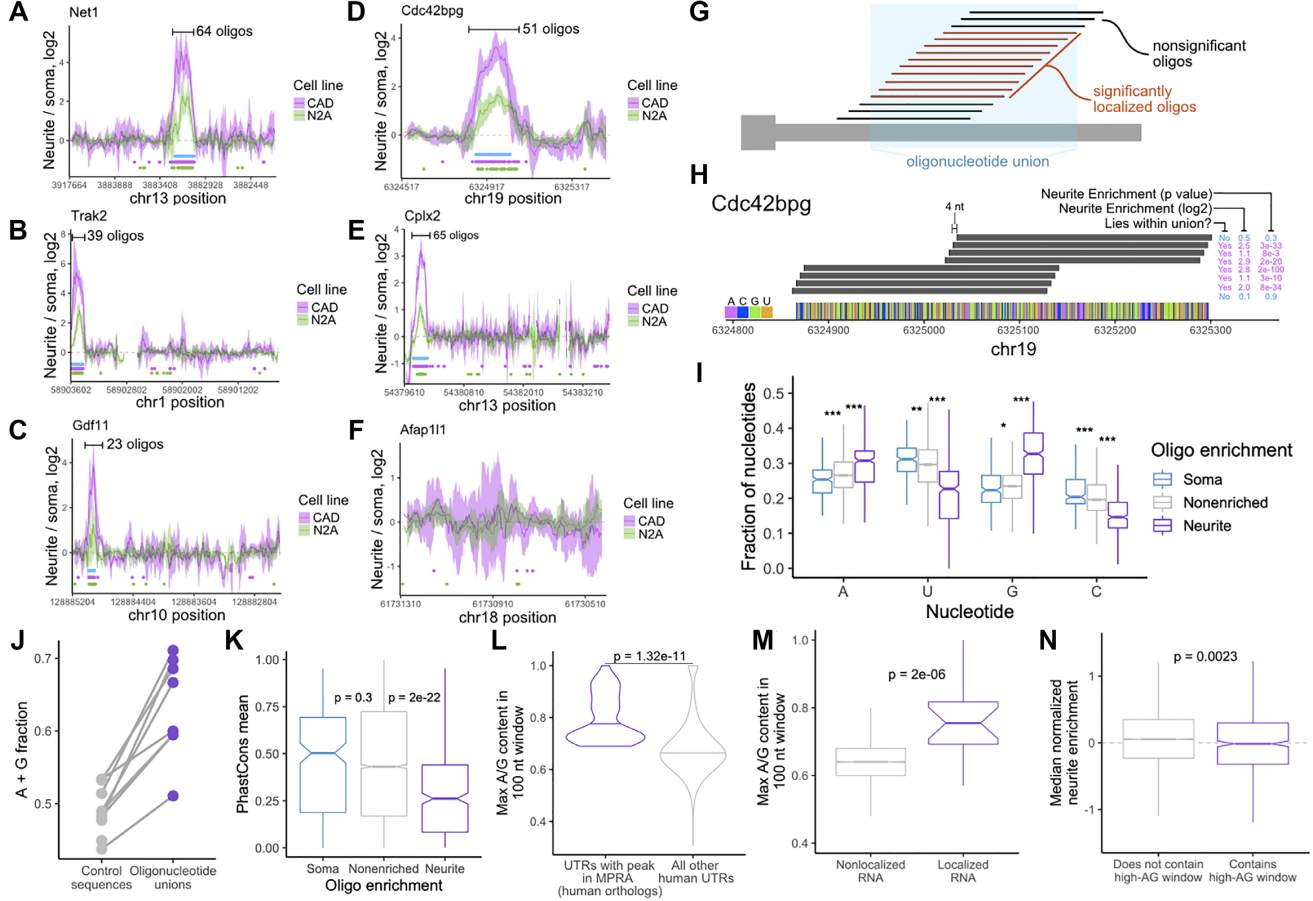
Identification of UTR regions with RNA localization activity and their properties. (**A–F**) Neurite enrichments of oligonucleotides as a function of their location within the gene's UTR. These plots are using GFP reporter data from CAD (pink) and N2A (green) cells. Lines represent a sliding average of eight oligonucleotides, and the ribbon represents the standard deviation of neurite enrichment for the oligonucleotides in the sliding window. Dots below the lines represent the locations of significantly neurite-localized oligonucleotides (FDR < 0.05). Blue boxes represent the locations of ‘active windows’ defined using the CAD data. Note that the 3′ UTR of Afap1l1 was not expected to contain active oligonucleotides. (**G**) Definition of oligonucleotide unions. (**H**) Resolution of active sequences afforded by high density oligo design. Neighboring oligos show vast differences in activity even though they lie only 4 nt apart. (**I**) Nucleotide content of oligos defined as significantly soma-, neurite, and non-localized using CAD GFP data. (**J**) A/G content of active windows and inactive sequences in the indicated UTRs. (**K**) Conservation scores of soma-, neurite- and non-localized oligonucleotide sequences. (**L**) Maximum A/G content of 100 nt windows for the 3′ UTRs of the human orthologs of the genes that contain active peaks in the MPRA. (**M**) Maximum A/G content in all 3′ UTR 100 nt windows for nonlocalized (gray) and neurite-localized (purple) RNAs. Localized RNAs were defined as having a median Z-normalized neurite enrichment across 32 RNA localization experiments of at least 2. Nonlocalized RNAs were defined as those with Z-normalized neurite enrichments of less than 2. (**N**) Median Z-normalized neurite enrichment across 32 RNA localization experiments for genes whose 3′ UTR either does (purple) or does not (gray) contain a 100 nt window with at least 75% A/G content. All significance tests were performed using a Wilcoxon rank-sum test. *P* value notation: * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

From this data, we formalized an approach for defining roughly contiguous windows of active oligonucleotides (see Methods). 

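Applied to the edgeR calls of CAD GFP, the paper's rule gave 7 windows that spanned at least 10 oligonucleotides, a minimum set for this purpose. On mm10 the Trak2 window covered 404 nt of chromosome 1, from 58903171 to 58903574, and the Net1 window 484 nt of chromosome 13, from 3882789 to 3883272. The Cplx2 window covered 516 nt of chromosome 13 from 54379814 to 54380329, the Cdc42bpg window 436 nt of chromosome 19 from 6324849 to 6325284, and the Gdf11 window 324 nt of chromosome 10 from 128884657 to 128884980. Malat1 held 1 window of 304 nt. The remaining window lay in Trp53inp2, with 15 of 17 tested oligonucleotides called. In N2A GFP the rule also gave 7 windows, each overlapping the CAD window of the same RNA. They were shorter, spanning 27 oligonucleotides in Trak2, 36 in Net1, 28 in Cplx2, 32 in Cdc42bpg, 15 in Gdf11 and 11 in Malat1. In CAD firefly it gave windows in Net1, spanning 25, and in Trak2, spanning 21.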

Essentially, contiguous stretches of significantly neurite-enriched oligos (FDR < 0.01) were combined to define ‘oligonucleotide unions’ (Figure 4G). The 4 nt tiling distance between neighboring oligonucleotides affords a high degree of resolution of the boundaries of these unions. 

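In the Cdc42bpg 3′ UTR, the CAD GFP window ended between oligonucleotides 128 and 129, which differ by 4 nt at each end. Cdc42bpg.128 had a log2 fold change of 2.47 (standard error 0.21, adjusted p = 1.58e-06 from edgeR). Cdc42bpg.129 had 0.54 (standard error 0.34, adjusted p = 0.377), at 113 to 181 UMIs per neurite library. At the other end, Cdc42bpg.84 had 0.78 (standard error 0.12, adjusted p = 4.76e-04) and Cdc42bpg.82 had -0.13 (standard error 0.09, adjusted p = 0.418), while number 83 was not tested. In N2A GFP Cdc42bpg.129 had 1.91 and passed (adjusted p = 0.00671), and Cdc42bpg.84 had -0.29 (adjusted p = 0.285). The difference between neighboring oligonucleotides was not tested.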

Two oligonucleotides, although separated by only 4 nt, can show dramatically different neurite enrichments (Figure 4H).

### Characteristics of neurite-enriched oligonucleotides

We then asked if neurite-enriched oligonucleotides were enriched for specific properties that might define or contribute to their activity. 

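Neurite-enriched oligonucleotides of CAD GFP were rich in A and G. The 309 with a sequence had an A plus G content of 64.5% ± 15.7 (SD), and the 6045 called in neither direction 49.9% ± 6.69. The difference of 14.7 percentage points had a p of 1e-05 by the two-sided circular-shift permutation test, the smallest that 100000 shifts can give, and 4.11e-73 by the Wilcoxon rank-sum test. A rose by 5.23 points (permutation p = 0.00142) and G by 9.44 points (permutation p = 1e-05). The windows carried this difference: their 230 tested oligonucleotides had a mean of 70.5%. The 100 neurite-enriched oligonucleotides with a sequence outside the windows had a mean of 50.9%, which is 1.09 points above the rest (permutation p = 0.368). They were not alike: 8 of the 9 from Rab13 and 5 of the 6 from Cdc42bpg were at or above the lower quartile of the window oligonucleotides, and 5 of the 21 from Malat1. Soma-enriched oligonucleotides had 46.0% (permutation p = 0.108). Sequences were at hand for 97.1% of the tested oligonucleotides.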

We found that neurite-enriched oligonucleotides had significantly higher adenosine and guanosine contents than nonlocalized oligonucleotides (Figure 4I) and were also enriched for A/G-rich kmers (40) (Supplementary Figure S4C). Conversely, neurite-enriched oligos were depleted for cytosine (Figure 4I), consistent with recent reports that C-rich elements are important for nuclear retention of RNA molecules (15,16). 

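The C content of the neurite-enriched oligonucleotides of CAD GFP was 15.1% ± 7.73 (SD), against 21.1% ± 5.81 in those called in neither direction (n = 309 and 6045). The difference of -6.06 points had a p of 1e-05 by the two-sided circular-shift permutation test. Their U content was lower as well, 20.4% ± 9.67 against 29.0% ± 6.24, a difference of -8.61 points (permutation p = 1e-05). Soma-enriched oligonucleotides had 22.4% C (permutation p = 0.627). The Net1 and Gdf11 windows were the poorest in C, with 12.2% and 12.3%, and the Cplx2 window the poorest in U, with 12.4%. Malat1 had 19.7% C and 34.9% U in its window.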

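In CAD GFP, the windows of Gdf11, Cplx2 and Cdc42bpg had A plus G contents of 72.5%, 70.9% and 67.7%, where the rest of each tiled 3′ UTR had 51.2%, 48.6% and 52.0%. The Trak2 window had 60.1% against 49.1% and the Net1 window 58.9% against 50.1%. No other stretch of the same length in the tiled region reached the content of the window in Trak2 (highest other 55.2%), Net1 (56.2%), Cplx2 (55.8%) or Gdf11 (64.2%), among stretches that do not overlap it. In Cdc42bpg no such stretch was long enough to compare. The Trp53inp2 window had 51.5% against 43.9% in the rest, and 129 of 2186 other stretches reached its content. Malat1, which has no 3′ UTR, had a lower content in its window, 45.4%, than in the rest of its tiled sequence, 54.6%.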

Further, all oligonucleotide union sequences had higher average A/G contents than the rest of the 3′ UTR that contained them (Figure 4J, Supplementary Figure S4D–F). These results suggest that A/G richness is a key contributor to the ability of an RNA element to direct transcript localization in neurites.

Multiple previous reports have emphasized a likely role for RNA secondary structure in the definition of RNA localization regulatory elements (41,42). To assess the secondary structure character of our oligonucleotides, we computationally folded them using RNAfold (28). 

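The minimum free energy of CAD GFP oligonucleotides was taken as the median over stretches of 80 nt in steps of 5 nt, folded with RNAfold. Neurite-enriched oligonucleotides had a median of -13.7 kcal/mol and a mean of -11.5 ± 6.98 (SD, n = 309). Those called in neither direction had a median of -15.7 and a mean of -15.9 ± 4.57 (n = 6045). The means differed by 4.39 kcal/mol (p = 0.00367 by the two-sided circular-shift permutation test, 2.24e-25 by the Wilcoxon rank-sum test). The neurite-enriched oligonucleotides thus had the weaker predicted structure by this measure, which leaves out G-quadruplexes. Whether their A plus G content accounts for the difference was not tested. Soma-enriched oligonucleotides had a mean of -14.5 ± 3.92 (n = 54, permutation p = 0.368). The neurite-enriched group consists largely of overlapping pieces of the Cplx2, Net1, Trak2 and Cdc42bpg windows.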

Surprisingly, we found no difference in the minimum free energy of soma-, non-, and neurite-enriched oligonucleotides (Supplementary Figure S4G). We did, however, find that neurite-enriched oligonucleotides were significantly more likely to contain predicted G-quadruplexes (Supplementary Figure S4H), consistent with previous reports of the ability of G-quadruplex RNA sequences to drive RNA localization to neurites (19,43).

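Predicted G-quadruplexes were found in 44.3% of the neurite-enriched oligonucleotides of CAD GFP (n = 309) and in 6.77% of those called in neither direction (n = 6045). The mean number of guanosines in them was 6.47 ± 9.05 and 0.65 ± 2.76 (SD), a difference of 5.82 (p = 0.00949 by the two-sided circular-shift permutation test and 8.99e-125 by the Wilcoxon rank-sum test). Of the soma-enriched oligonucleotides 13.0% had 1 or more (permutation p = 0.252 for the number of guanosines). The G content of the windows was highest in Cdc42bpg, 41.3%, followed by Gdf11 with 37.7% and Cplx2 with 33.7%. Trp53inp2 had 31.8%, Trak2 28.5%, Net1 27.7% and Malat1 26.3%.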

If the identified sequences were functional, we would expect them to be conserved. Unexpectedly, the sequences of neurite-enriched oligonucleotides were less conserved than those of soma- or non-enriched oligonucleotides (Figure 4K). We suspect that this may be due to two factors. First, if a defining characteristic of our identified regulatory elements is their A/G richness, the exact nucleotide sequence of the element may be less important and therefore less likely to be conserved. Second, it may not be necessary for these elements to be *positionally* conserved and therefore alignable across genomes. It may be that the mere *presence* of the element anywhere within the 3′ UTR is sufficient for function. If this were true, then the 3′ UTRs of the human orthologs of the genes with active oligonucleotide windows should also contain stretches with high A/G content. We found that this was, in fact, the case (Figure 4L), suggesting that similar mechanisms regulate the localization of human and mouse orthologous transcripts.

If A/G-rich windows were true regulators of neurite RNA localization, we would expect them to be enriched within neurite-localized RNAs. We therefore asked if, transcriptome-wide, localized RNAs were more likely than expected to contain A/G-rich windows in their 3′ UTRs. We analyzed dozens of subcellular RNAseq datasets from a variety of neuronal cell types (18–20,32,44). For each dataset, we compared cell body and neurite expression values using DESeq2 (23) (see Methods), and *Z*-normalized neurite enrichments within the sample. We then binned RNAs based on their median enrichment with RNAs that had median Z-scores of at least 2 as ‘localized’ and RNAs with median *Z*-scores of less than 2 as ‘nonlocalized’. We then identified the most A/G-rich 100 nt window within the 3′ UTR of each gene. We found that localized RNAs were much more likely to contain a particularly A/G-rich window in their 3′ UTRs than nonlocalized RNAs, supporting the idea that such features are associated with RNA localization (Figure 4M).

We then inverted this analysis and asked if the presence of an A/G-rich window in a 3′ UTR was predictive of that transcript being neurite-enriched. We defined A/G-rich windows as a 100 nt stretch of at least 75% A/G and binned RNAs according to whether or not they contained such a window in their 3′ UTR. Surprisingly, we found that containing an RNA containing an A/G-rich window in its 3′ UTR was not predictive of its localization to neurites (Figure 4N).

A/G-rich windows are therefore found in many neurite-localized RNAs, but their presence alone is not predictive of RNA localization. There are two possibilities to explain this. First, it could be that additional 3′ UTR features *outside* of an A/G rich window are necessary for neurite localization. However, because A/G-rich oligonucleotides were able to drive RNA localization on their own in the MPRA, we believe this is less likely. Alternatively, there could be additional features beyond just A/G richness *within* the A/G-rich window (e.g. the precise order of the nucleotides or their secondary structure) that are required for localization regulatory activity.

### Identified oligonucleotides are necessary and sufficient for transport of reporter RNAs

To verify the ability of individual oligonucleotides to direct RNA transport, we created reporter transcripts containing active oligonucleotides. For each MPRA-defined peak of activity along a 3′ UTR, we defined a ‘peak’ oligonucleotide that lay near the center of the peak of activity (Figure 5A). 

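For Trak2 and Net1, the paper's primers for the peak oligonucleotides match Trak2.27 and Net1.301 from their first to their last base. Trak2.27 had 32.8 ± 7.40 CPM in neurites and 0.457 ± 0.120 CPM in soma of CAD GFP (SD, n = 4 libraries each), a log2 fold change of 6.14 (standard error 0.40, adjusted p = 8.03e-08 from edgeR). Net1.301 had 796 ± 294 and 44.0 ± 10.3 CPM, a log2 fold change of 4.18 (standard error 0.27, adjusted p = 6.03e-08). In N2A GFP Trak2.27 had 2.47 (adjusted p = 6.58e-06) and Net1.301 had 1.25, which did not pass with edgeR (adjusted p = 0.0245) but was called by DESeq2 (adjusted p = 0.0042) and by edgeR with the replicate as a block. With firefly in CAD cells Net1.301 passed at 1.54 (adjusted p = 3.24e-05), and Trak2.27, at 8 to 31 UMIs per neurite library, had 2.47 (adjusted p = 0.106).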

We fused the peak oligonucleotide for 5 genes to our reporter construct. Using our cell fractionation and RT-qPCR assay, we found that each peak oligonucleotide was sufficient to drive the reporter to neurites (Supplementary Figure S5A). We then tested the localization regulatory activity of peak oligonucleotides from two genes, *Net1* and *Trak2*, using smFISH. We found that in contrast to a reporter transcript lacking an oligonucleotide fusion, reporters containing peak oligonucleotides were highly enriched in neurites (Figure 5B), again demonstrating that the peak oligonucleotides were sufficient for RNA transport.

**Figure 5.**
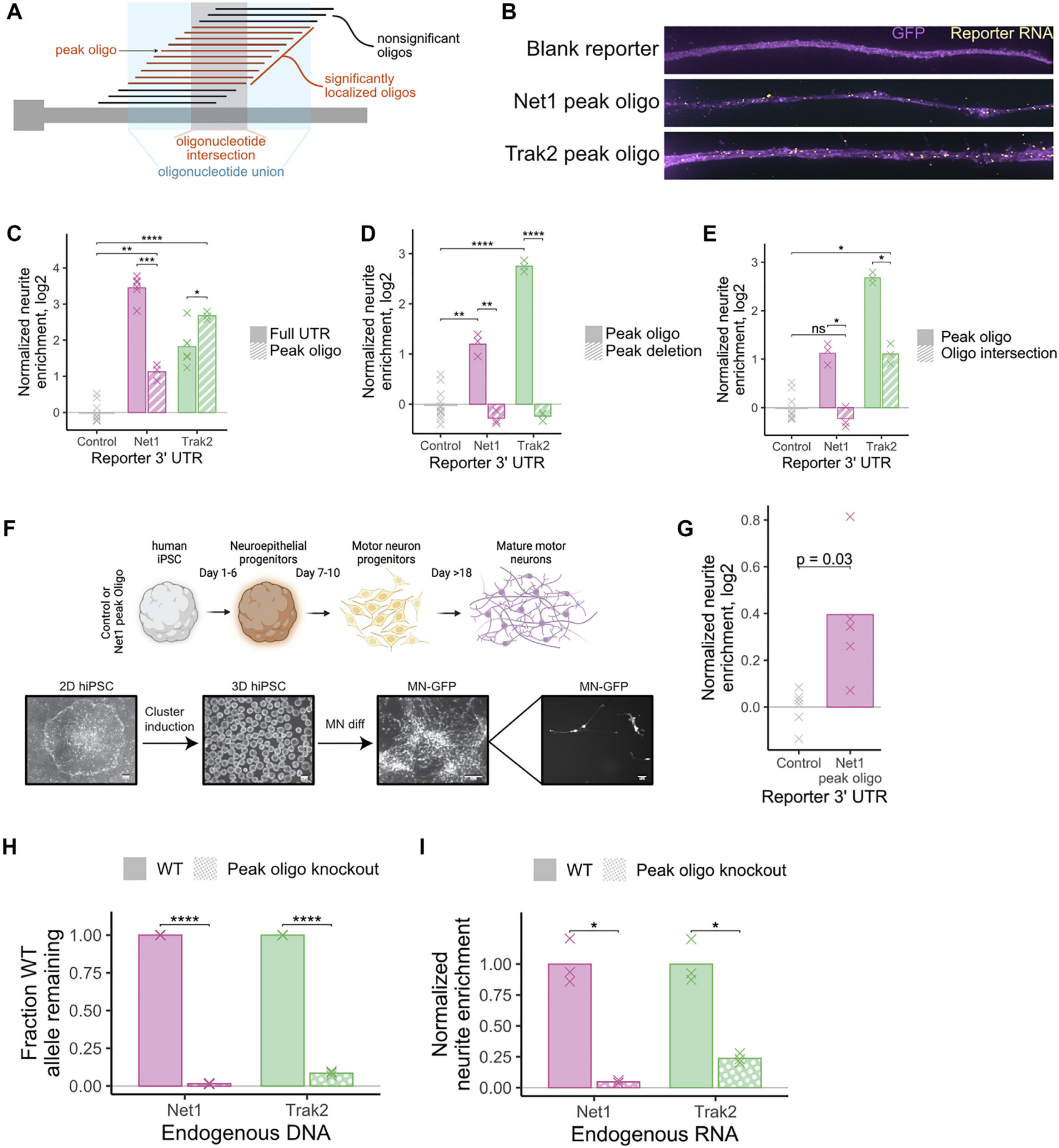
Experimental validation of regulatory sequences. (**A**) Oligonucleotide unions (blue) were defined as the sequences present within any oligonucleotide contained within a stretch of neurite-localized oligonucleotides. Oligonucleotide intersections (red) were defined as those present within all oligonucleotides of a stretch of neurite-localized oligonucleotides. Peak oligonucleotides were those with high localization activity, often found at the center of an oligonucleotide union. (**B**) smFISH of reporter constructs containing peak oligonucleotide sequences. (**C**) RNA localization activity, as assayed by RT-qPCR, of peak oligonucleotide sequences and the full UTRs from which they were drawn. Observed neurite enrichments for each construct were compared to the enrichment of a control reporter construct lacking an active 3′ UTR. (**D**) As in C, RNA localization activity of reporter constructs containing peak oligonucleotide or full UTRs lacking the sequences of the peak oligonucleotides. (**E**) RNA localization activity of reporter constructs containing peak oligonucleotides or oligonucleotide intersections as defined in (A). (**F**) Schematic of differentiation of human iPS cells into motor neurons. (**G**) RNA localization activity, as assayed in human motor neurons, of a reporter construct containing the peak oligonucleotide from the mouse Net1 gene. (**H**) Fraction of UTR alleles that remain wildtype for the sequence in between designed gRNA cut sites. Wildtype cells and CRISPR-generated clones in which approximately 360 bp was deleted from *Net1* and *Trak2* 3′ UTRs were interrogated. This fraction was calculated using a qPCR strategy that quantified the relative amount of wildtype and total alleles. **(I)** Neurite enrichment of endogenous *Net1* and *Trak2* RNA in wildtype and CRISPR-generated peak oligonucleotide deletion clones. All significance tests were performed using a *t*-test. *P* value notation: * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

We then compared the RNA localization of reporters containing either peak oligonucleotides or the entire 3′ UTR from which the peak oligonucleotide was obtained using cell fractionation and RT-qPCR (Figure 1D). We found that for *Net1*, although the peak oligonucleotide contained activity, it could not drive neurite-enrichment to the same extent as its parental 3′ UTR. This may indicate that there are sequences in the UTR outside of the peak oligonucleotide that contribute to localization but are unable to drive localization on their own. Conversely, for *Trak2*, the peak oligonucleotide was slightly more active than its parental 3′ UTR (Figure 5C). These results suggest that contextual effects of the sequence surrounding the peak oligonucleotide can influence its regulatory ability.

Next, we compared the localization activities of 3′ UTRs either containing or specifically lacking the identified peak oligonucleotides. For both *Net1* and *Trak2*, we found that removal of the peak oligonucleotide completely abolished the activity contained within the entire 3′ UTR (Figure 5D), indicating that the peak oligonucleotide is necessary for localization of the reporter transcripts.

We then attempted to identify regulatory elements with higher resolution by defining ‘oligonucleotide intersections’. We reasoned that the sequence elements that were driving RNA localization were likely to be those in common to all oligonucleotides contained within an oligonucleotide union (Figure 5A). Essentially, while an oligonucleotide union would contain the union of all active oligonucleotides within a given region, an oligonucleotide intersection would contain their intersection. We defined oligonucleotide intersections for all identified peaks of activity. Their lengths ranged from 56 nt to 224 nt (Supplementary Figure S5B). 

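The sequence common to all oligonucleotides of a CAD GFP window was shortest in Cplx2, 4 nt, and longest in Malat1, 216 nt. Without Cplx2, for which the paper gives no such length, the shortest was that of Net1. It had 84 nt in Cdc42bpg, 196 nt in Gdf11 and 196 nt in Trp53inp2. The windows come from the edgeR calls with the paper's rule, and a window that gains 1 oligonucleotide loses 4 nt of its common sequence.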

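With the windows of the edgeR calls in CAD GFP, the common sequence of the Net1 window was 36 nt long, on chromosome 13 of mm10 from 3883013 to 3883048, with 66.7% A plus G. It reads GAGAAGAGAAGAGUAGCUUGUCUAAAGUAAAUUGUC. Without soma replicate 1, 2, 3 or 4 it was 104, 100, 104 and 96 nt long, since the Net1 window then spanned fewer oligonucleotides. Without neurite replicate 3 it had 24 nt. The common sequence of the Trak2 window was 116 nt long, on chromosome 1 from 58903315 to 58903430, with 68.1% A plus G, and reads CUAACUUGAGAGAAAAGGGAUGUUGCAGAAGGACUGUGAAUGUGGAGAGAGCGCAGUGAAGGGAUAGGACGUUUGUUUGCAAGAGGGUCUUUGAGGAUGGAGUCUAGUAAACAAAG.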

The oligonucleotide intersections for *Net1* and *Trak2* were 56 and 107 nt, respectively.

For both *Net1* and *Trak2*, reporters containing oligonucleotide intersections were significantly less localized than reporters containing peak oligonucleotides, despite the fact that the oligonucleotide intersections are core, relatively long subsequences of the peak oligonucleotides (Figure 5E). Peak oligonucleotides of length 260 nt contained significantly more activity than their constitutive oligonucleotide intersections of length 56 and 107 nt, suggesting that RNA localization elements are generally much larger than regulatory elements that control other RNA metabolic processes. This is in line with the sizes of previously defined localization regulatory elements (7,10).

### Peak oligonucleotides are sufficient to drive RNA localization in human motor neurons

To assess the ability of the peak oligonucleotides to regulate RNA localization in other neuronal systems, we expressed our reporter transcripts in iPS-derived human motor neurons. As with the CAD and N2A systems, we site-specifically integrated reporter genes into iPS genomes using *cre*/loxP-mediated recombination. Reporter and control iPS cells were then differentiated into motor neurons (27) and mechanically fractionated into cell body and neurite fractions. (Figures 1A, 5F). Reporter transcripts containing the mouse *Net1* peak oligonucleotide were 30% more enriched in neurites than a control reporter transcript (*P* = 0.03, *t*-test) (Figure 5G). This result, combined with the conservation of A/G rich sequences in the 3′ UTRs of the human orthologs of the genes tested in the MPRA (Figure 4L), suggests that A/G rich sequences also regulate RNA localization in human neurons.

### Peak oligonucleotide sequences are necessary for transport of endogenous transcripts

Up to this point, all of the experiments aimed at testing the necessity and sufficiency of the localization regulatory elements had been performed using reporter RNAs. To test whether the identified elements in *Net1* and *Trak2* are required for the localization of endogenous transcripts, we used CRISPR/Cas9 to remove them from the genome of CAD cells (Supplementary Figure S5C). Using a qPCR-based strategy (Supplementary Figure S5C, D), we identified *Net1* and *Trak2* clones in which, for the majority of alleles, the peak oligonucleotide sequence had been deleted or inverted (Figure 5H).

Normally, both *Net1* and *Trak2* endogenous RNAs are highly enriched in neurites (Figure 1B). However, the deletion or inversion of the 260 bp peak oligonucleotide sequences within their 3′ UTRs resulted in an almost complete loss of their neurite enrichment, demonstrating that these features are necessary for endogenous neurite RNA localization (Figure 5I). The RNA elements identified in the MPRA are therefore necessary for the localization of the endogenous transcripts from which they were derived.

### Unkempt is required for efficient localization of peak oligonucleotides

In order to identify RBPs required for the efficient transport of our identified peak oligonucleotides derived from *Net1* and *Trak2*, we created biotinylated transcripts containing their sequences and incubated them with CAD and N2A cellular extract. We then retrieved the transcripts from the extract using streptavidin and identified proteins bound to them using mass spectrometry (Figure 6A). As a control, we repeated the same procedure using a sequence derived from the open reading frame of Firefly luciferase. This sequence was present in all tested reporter constructs, both localized and unlocalized, as well as control reporter constructs (Figure 5B–E). It therefore has little intrinsic localization ability and is well-suited to serve as a control in this experiment. Proteins that were specifically bound to the peak oligonucleotides were identified as those more abundant in the peak oligonucleotide RNA pulldown compared to the control RNA pulldown.

**Figure 6.**
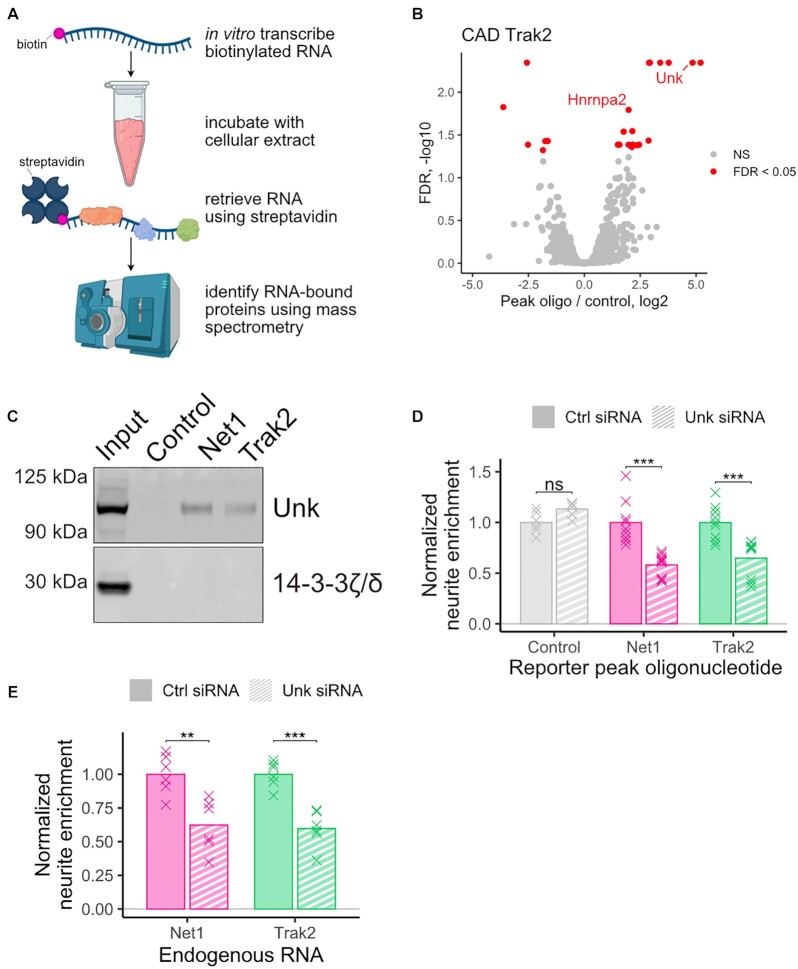
Identification and functional validation of RBPs required for peak oligonucleotide localization. (**A**) Scheme of mass-spectrometry-based experiment to identify RBPs bound to peak oligonucleotide sequences. (**B**) RBPs derived from CAD extract that were significantly different in abundance(FDR < 0.05) in the *Net1* peak oligonucleotide RNA pulldown than the control RNA pulldown. (**C**) Western blot of RNA pulldowns from N2A cell lysate using RNA baits composed of peak oligonucleotides (Net1 and Trak2) or a portion of the coding sequence of firefly luciferase (control). (**D**) Neurite-enrichments, as determined by cell fractionation and RT-qPCR, of *Net1* and *Trak2* peak oligonucleotide reporter transcripts following the siRNA-mediated knockdown of Unk. (**E**) Neurite enrichment of endogenous *Net1* and *Trak2* following siRNA-mediated knockdown of Unk. All significance tests were performed using a Wilcoxon rank-sum test. *P* value notation: * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

The only two RNA binding proteins significantly enriched (FDR < 0.05) on both the *Net1* and *Trak2* peak oligonucleotide transcripts in both the CAD and N2A samples were Hnrnpa2 and Unkempt (Unk) (Figure 6B, Supplementary Figure S6A-C, Supplementary Tables S5–S8). We further confirmed the association of Unk with the *Net1* and *Trak2* probes using immunoblotting (Figure 6C, Supplementary Figure S6D). To assay the ability of Hnrnpa2 and Unk to functionally regulate RNA localization through sequences contained within the *Net1* and *Trak2* peak oligonucleotides, we measured the neurite-enrichment of reporter constructs containing the peak oligonucleotides following Hnrnpa2 and Unk knockdown using siRNAs (Supplementary Figure S6E and F). While the knockdown of Hnrnpa2 expression did not result in reduced neurite localization of either peak oligonucleotide construct (Supplementary Figure S6G), the knockdown of Unk resulted in significant decreases in neurite localization for both constructs (Figure 6D). Unk protein is therefore both associated with *Net1* and *Trak2* peak oligonucleotide RNA sequences and required for the efficient neurite localization of transcripts that contain them.

To test if Unk protein is required for the neurite localization of endogenous transcripts, we again used siRNA to knockdown Unk expression and then assayed the neurite enrichment of endogenous *Net1* and *Trak2* transcripts using RT-qPCR. We found that for both genes, reduction of Unk protein expression resulted in a significant decrease in the neurite enrichment of their transcripts (Figure 6E, *P* < 0.01, *t* test).

RNA localized to the projections of mesenchymal cells through the action of A/G rich sequences can do so through the action of Adenomatous polyposis coli (APC) (45,46). In fact, APC was found to bind A/G rich sequences *in vitro* and in cells, lending support to this result (47). We therefore speculated that APC might be involved in the transport of the sequence elements we identified. However, we did not identify APC in our mass spectrometry experiment, and the 3′ UTRs containing our identified localization elements were not bound by APC in a published CLIP-seq dataset (47). Further, APC knockdown had no effect on the localization of reporter RNAs containing peak oligonucleotides, suggesting that RNA-binding proteins that regulate transport to projections may in some cases be cell-type specific (Supplementary Figure S6H).

## DISCUSSION

In this study, we identified RNA sequences that were both necessary and sufficient for the transport of a given transcript to neurites. Because the oligonucleotides we used were quite long (260 nt), this allowed us to capture regulatory elements that may also be large. In contrast to short (4–8 nt) RNA elements that regulate processes like alternative splicing and RNA stability, many of the previously identified localization regulatory elements are tens to hundreds of nucleotides long (10). The elements that we identified likely require similarly long lengths in order to be fully active. For two of the 260 nt active oligonucleotides that we identified, core subsequences of length 56 and 107 nt drawn from those oligonucleotides had significantly less localization activity than the full length oligonucleotide. The full activity of these elements therefore requires more sequence than was contained within the subsequences. This implies that there may be more to the character of these elements beyond simple linear sequence recognition.

A predominant feature of our identified regulatory elements was their peculiar nucleotide composition. Relative to non-enriched oligonucleotides, neurite-enriched oligonucleotides were strongly enriched for adenosine and guanosine residues. We could not discern a more fine-grained sequence enrichment beyond a general preference for adenosine and guanosine. Interestingly, A/G rich sequences have been previously identified in the regulation of localization to projections of mesenchymal cells (45), suggesting that such sequences may be general targeting elements for cellular extensions.

The observation of Unk as an RNA binding protein important for efficient localization of peak oligonucleotide-containing transcripts is supported by the involvement of Unk in the maintenance of neuronal morphology (48). Interestingly, depletion of Unk results in the loss of neuronal shape while the ectopic overexpression of Unk results in the formation of projections in cells that do not normally have them. The relationship of the regulation of RNA localization by Unk to these functions remains to be seen.

At the time this study was performed, two other groups undertook similar approaches to identify RNA localization regulatory sequences in neuronal cells (30,49). The results of this study are complementary to the findings of the other two studies and highlight the power of massively parallel approaches to understand RNA localization mechanisms. Still, there are notable differences between our study and the other two contemporaneous reports.

We chose to densely tile long (260 nt) oligonucleotides across a comparatively smaller number of UTRs while the other studies used shorter oligonucleotides (100–150 nt) tiled more sparsely across a larger number of UTRs. While the sparse design does allow interrogation of more localized RNAs, it is not well-suited to the detection of large (>100 nt) regulatory elements. In order to be detectable in an MPRA, the entire sequence of such an element must be contained within a single oligonucleotide, a scenario that is unlikely with smaller, more sparsely tiled oligonucleotides.

This may explain the fact that this study identified large regulatory elements while the other two identified much smaller, 4–15 nt elements. These larger elements may be stronger regulators of RNA localization as we observed up to 100-fold enrichment of reporter RNAs in neurites compared to the maximum 10-fold enrichment reported by the other studies. 

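The largest ratios of neurite to soma in CAD GFP belonged to the Trak2 peak. Trak2.33, with 5139 UMIs in the 4 neurite libraries and 146 in the 4 soma libraries, had 62.5 times the CPM in neurites (95% counting interval 53.0 to 74.2, exact binomial). Trak2.27, with 1037 and 26 UMIs, had 70.8 times (interval 48.0 to 109). For 3 others the soma count was near 0. Trak2.18 had 194 UMIs in neurite and 3 in soma libraries (115 times, interval 38.7 to 561), Trak2.10 had 185 and 2 (164 times, interval 44.8 to 1366) and Trak2.12 had 186 and 1 (330 times, interval 58.5 to 13109). These intervals cover counting error only. The highest fitted value was 196-fold in CAD GFP, for Trak2.12, 17.9-fold in N2A GFP, for Net1.314, and 8.79-fold in CAD firefly, for Trak2.24. As log2 fold changes these were 7.62, 4.16 and 3.14. Under the alternatives they ranged from 7.30 to 8.94, from 3.43 to 4.36 and from 2.92 to 5.02.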

Further, we found that our identified elements contained essentially all of the localization regulatory activity within their constituent 3′ UTRs as deletion of the element eliminated the ability of the entire 3′ UTR to regulate RNA localization. In the contemporaneous studies, this was either not tested (49), or it was found that multiple small elements worked together to regulate RNA transport (30).

Additionally, the tight tiling of our oligonucleotides means that neighboring oligonucleotides share a large amount of sequence and are expected to therefore similarly regulate RNA localization. This means that we often obtained many independent measures of a given sequence's regulatory ability, giving us confidence in the results of the experiment. For example, the peak of regulatory activity identified in the UTR of the *Net1* UTR spanned 64 independently derived reporter RNA measurements.

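The Net1 peak of CAD GFP spanned oligonucleotides 275 to 331 by the edgeR calls. Leaving out 1 of the 8 libraries in turn gave spans of 40 to 60. The span was 64 with DESeq2 and with the replicate as a block, 65 at a threshold of 0.05 and 52 with no filter. In N2A GFP the Net1 window ran from 292 to 327, and in CAD firefly from 297 to 321, where 24 of 25 tested oligonucleotides were called.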

In sum, we have identified RNA elements that regulate transcript localization in both mouse and human neuronal cells using an unbiased MPRA approach. Given that hundreds to thousands of RNAs are known to be asymmetrically localized in a variety of cell types, the broad application of MPRAs to RNA localization may be successful in uncovering more elements that govern this process. Further, targeted MPRAs that interrogate specific features within identified elements through mutations and truncations may be useful to determine additional and/or more precise mechanisms that govern RNA localization.

## DATA AVAILABILITY

All high-throughput RNA sequencing data as well as oligonucleotide quantifications have been deposited at the Gene Expression Omnibus under accession number GSE183192.

## Supplementary Material

gkac763_Supplemental_Files Click here for additional data file.

# Supplementary material for: High-throughput identification of RNA localization elements in neuronal cells
**Source:** Nucleic Acids Res. 2022 Sep 15;50(18):10626–42. doi: 10.1093/nar/gkac763
**Supplement:** gkac763_Supplemental_Files

## SUPPLEMENTARY FIGURE LEGENDS

**Figure S1.** (A) Z-normalized neurite localization values for all genes in all samples quantified. The source of each sample is displayed along the x-axis. Neurite-enriched genes chosen for MPRA analysis are indicated with purple dots. Soma-enriched genes chosen for MPRA analysis are indicated in blue dots. The non-enriched gene chosen for MPRA analysis is in black. (B) iPS-derived human motor neurons were fractionated into soma and neurite fractions. Z-normalized neurite enrichments for the RNAs from selected genes are shown. Genes in purple are orthologs of the neurite-enriched mouse genes chosen for MPRA analysis. Genes in blue are orthologs of the soma-enriched mouse genes chosen for MPRA analysis. The gene in black is the ortholog of the non-enriched gene in the MPRA. Wilcoxon p values represent the differences in neurite localization distributions between the indicated genes and all genes (gray). (C) smFISH imaging of Firefly luciferase reporter transcripts fused to the entire 3' UTRs of the indicated genes.

**Figure S2.** (A) Ten thousand simulated MPRA oligonucleotides were drawn from mouse chromosome 1 using neighboring oligo step sizes of 2, 5, or 10 nucleotides. A mock fastq containing 10 million reads was then made from these oligonucleotides, including 1 nt deletions and mutations at per-base rates of 0.001 and 0.002, respectively. These reads were then aligned to the mouse genome using bowtie2 using the following parameters:

```
bowtie2 -q --end-to-end --fr --no-discordant --no-unal -p 4 -x Bowtie2Index/index -1 forreads.fastq -2 revreads.fastq -S sample.sam
```

The number of reads correctly assigned in each simulated MPRA is shown. (B) Mapping qualities of correctly assigned (gray) and incorrectly assigned (red) reads. (C) Alignment of mock MPRA reads using the same parameters as in (A) with the addition of -D 150. The default value for -D is 15. (D) Number of insertions, deletions, and mutations observed per oligonucleotide in the pool of oligonucleotides. (E) Distribution of error positions across the oligonucleotide. Note that the middle of the oligonucleotide is sequenced by both reads of a paired end sequencing reaction, and errors there were called only if they were present in both reads. The higher rate of errors outside of this middle region therefore likely consists predominantly of sequencing errors. (F) Analysis of the integration efficiency of reporter constructs into cultured cells. Plasmids containing 15mer random sequences were integrated into ~6 million cells of the integrated line. Following selection for integrants, RNA from each of the line was sequenced, and the number of unique 15mer sequences was calculated. To determine the total number of unique 15mers in the cell population, the number of unique sequences was calculated in subsamples of the data. The relationship between the depth of subsampling and the number of unique 15mers was fit to a quadratic polynomial function, and the number of integrants in the cell pool was defined as the maximum of this function. (G) Distribution of oligonucleotide abundances in the integrated GFP reporter transcript in N2A neuronal cells.

**Figure S3.** (A) Hierarchical clustering of oligonucleotide abundances from the firefly luciferase reporter in CAD cells. (B) Heatmap of oligonucleotide abundances for all significantly enriched ( $\text{FDR} < 0.01$ ) GFP reporters in the CAD samples. Values are Z-normalized in a row wise fashion. (C) Heatmap of oligonucleotide abundances for all significantly enriched ( $\text{FDR} < 0.01$ ) GFP reporters in the N2A samples. Values are Z-normalized in a row wise fashion. (D) Correlation of neurite enrichments between CAD and N2A samples for all GFP reporters. (E) Correlation of neurite enrichments between CAD and N2A samples for all firefly luciferase reporters. (F) Distribution of absolute differences in neurite enrichment between neighboring oligonucleotides. As a control, the positional relationship between all oligonucleotides was randomly shuffled, and the distances between neighboring oligonucleotides were recalculated. (G) Number of significantly neurite- and soma-enriched oligonucleotides among those drawn from UTRs for each gene.

**Figure S4.** (A) Distribution of neurite enrichment values for oligonucleotides as a function of their position within the 3' UTR for oligonucleotides taken from the 3' UTRs of neurite-enriched genes. Data is from the GFP reporter with CAD cell values in pink and N2A values in green. Lines represent a sliding average of 8 oligonucleotides, and the ribbon represents the standard deviation of neurite enrichment for the oligonucleotides in the sliding window. Dots below the lines represent the locations of significantly neurite-localized oligonucleotides ( $\text{FDR} < 0.05$ ). Blue boxes represent the locations of "active windows" defined using the CAD data. Note that the entire 3' UTRs of *Rab13*, *Akap12*, and *Kif5b* were not sufficient to drive localization of the reporter transcript. (B) As in A, but for genes that were not neurite-enriched. (C) Kmers enriched in neurite-enriched oligonucleotides as defined by cWords (40). (D, E, F) Distribution of A/G content across the 3' UTRs of *Cdc42bpg* (D), *Rab13* (E), and *Cplx2* (F) and the location of windows of active oligonucleotides, as defined by Figure 4I. (G) The median minimum free energy of oligonucleotides defined as soma-, neurite-, or non-enriched as calculated by RNAfold (28). To compare groups, Wilcoxon ranksum tests were performed. (H) The number of guanosine residues participating in G-quadruplexes of oligonucleotides defined as soma-, neurite-, or non-enriched as calculated by RNAfold (28). To compare groups, Wilcoxon ranksum tests were performed.

**Figure S5.** (A) Neurite enrichment of peak oligonucleotide-containing reporter transcripts as assayed by cell fractionation and RT-qPCR. (B) Length of oligonucleotide intersections, as defined by figure 5A. *Cplx2* is an outlier in this analysis as the length of the active window was so long such that there was no sequence present in every active oligo. For this gene, then, the length of the oligonucleotide union is shown. (C) Schematic of guide RNA design for the removal of endogenous sequences containing peak oligonucleotides (purple) from endogenous UTRs. Primer designs for the interrogation of CRISPR clones are also shown. For the gel in D, genomic DNA was amplified with primers F1 and R1. For the qPCR-based interrogation of CRISPR clones, the amplification of two amplicons was compared. Amplification using primers Fq2 and Rq2 should occur in all alleles, wildtype or mutated. Conversely, amplification using primers Fq1 and Rq1 should only occur in alleles in which the purple sequence remains and is in the correct orientation (i.e. wildtype alleles). By comparing the ratios of these amplicons using qPCR in wildtype cells and CRISPR clones, we can assess the fraction of wildtype allele

remaining in each clone. (D) Agarose gel showing loss of the sequence in between the two guide RNA cut sites for *Net1* and *Trak2* 3' UTRs. All significance tests were performed using a t-test. p value notation: \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

**Figure S6.** (A) RBPs derived from CAD extract that were significantly different in abundance (FDR < 0.05) in the *Net1* peak oligonucleotide RNA pulldown than the control RNA pulldown. (B) As in A, but using N2A cellular lysate. (C) As in B, but using the *Trak2* peak oligonucleotide as the RNA bait. (D) Western blot of RNA pulldowns from N2A and CAD cell lysate using RNA baits composed of peak oligonucleotides (*Net1* and *Trak2*) or a portion of the coding sequence of firefly luciferase (control). (E) Efficiency of APC, Hnrnpa2, and Unk knockdown as measured by RT-qPCR. (F) Efficiency of Hnrnpa2 knockdown as measured by western blotting. (G) Neurite-enrichments, as determined by cell fractionation and RT-qPCR, of *Net1* and *Trak2* peak oligonucleotide reporter transcripts following the siRNA-mediated knockdown of Hnrnpa2. (H) As in G, but following the knockdown of APC. All significance tests were performed using a Wilcoxon rank-sum test. p value notation: \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

**Table S1.** Enrichments of all oligonucleotides for the GFP reporter in CAD cells.

**Table S2.** Enrichments of all oligonucleotides for the Firefly reporter in CAD cells.

**Table S3.** Enrichments of all oligonucleotides for the GFP reporter in N2A cells.

**Table S4.** Enrichments of all oligonucleotides for the Firefly reporter in N2A cells.

**Table S5.** Enrichment of proteins associated with the *Net1* peak oligonucleotide RNA as compared to a control RNA sequence in CAD cell extract as determined by mass spectrometry.

**Table S6.** Enrichment of proteins associated with the *Trak2* peak oligonucleotide RNA as compared to a control RNA sequence in CAD cell extract as determined by mass spectrometry.

**Table S7.** Enrichment of proteins associated with the *Net1* peak oligonucleotide RNA as compared to a control RNA sequence in N2A cell extract as determined by mass spectrometry.

**Table S8.** Enrichment of proteins associated with the *Trak2* peak oligonucleotide RNA as compared to a control RNA sequence in N2A cell extract as determined by mass spectrometry.

**Supplementary file 1.** Sequences for the oligonucleotides used in the MPRA. These sequences do not contain the 20 nt adapters used as PCR handles that were fused to either end of each oligo.

**Supplementary file 2.** Genomic coordinates for each oligonucleotide member of the MPRA.

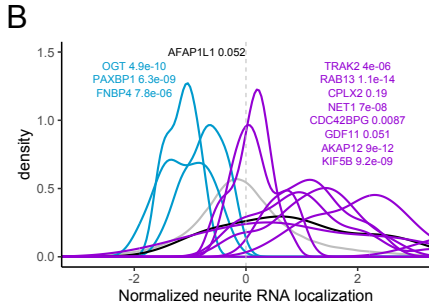

Reporter RNA

Afap11l UTR

Blank reporter

Net1 UTR

Cdc42bpg UTR

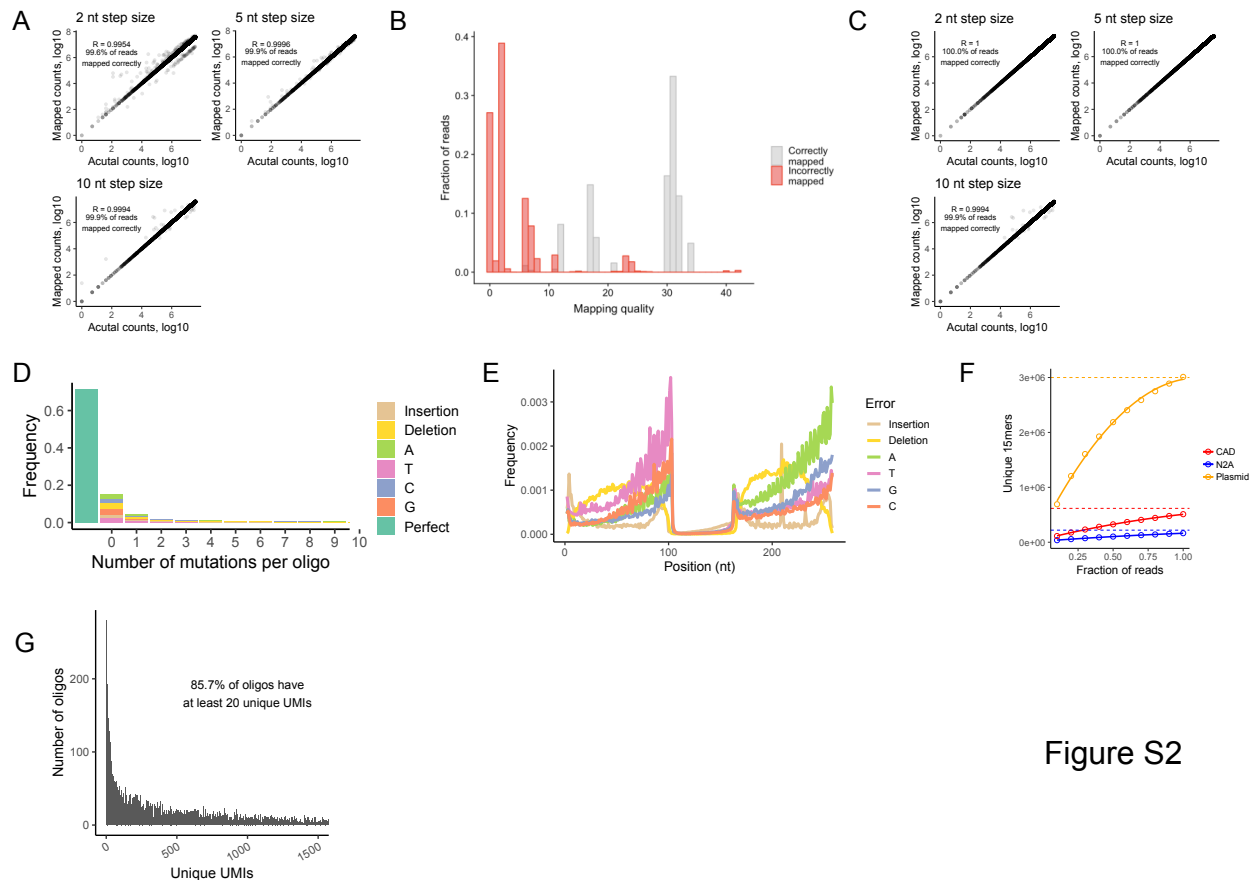

Figure S2

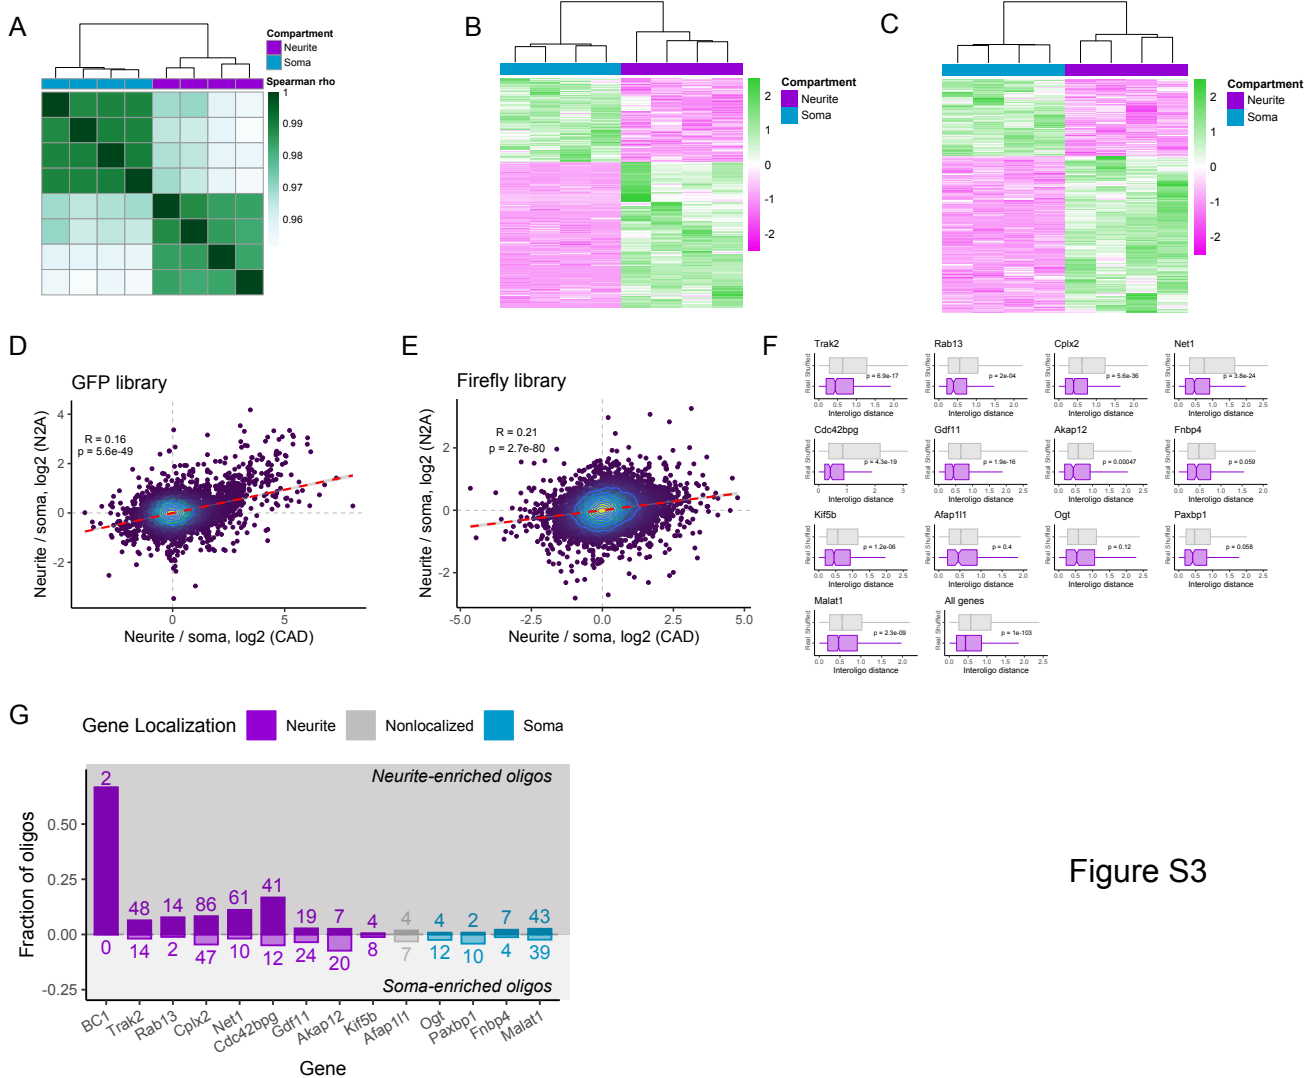

Figure S3

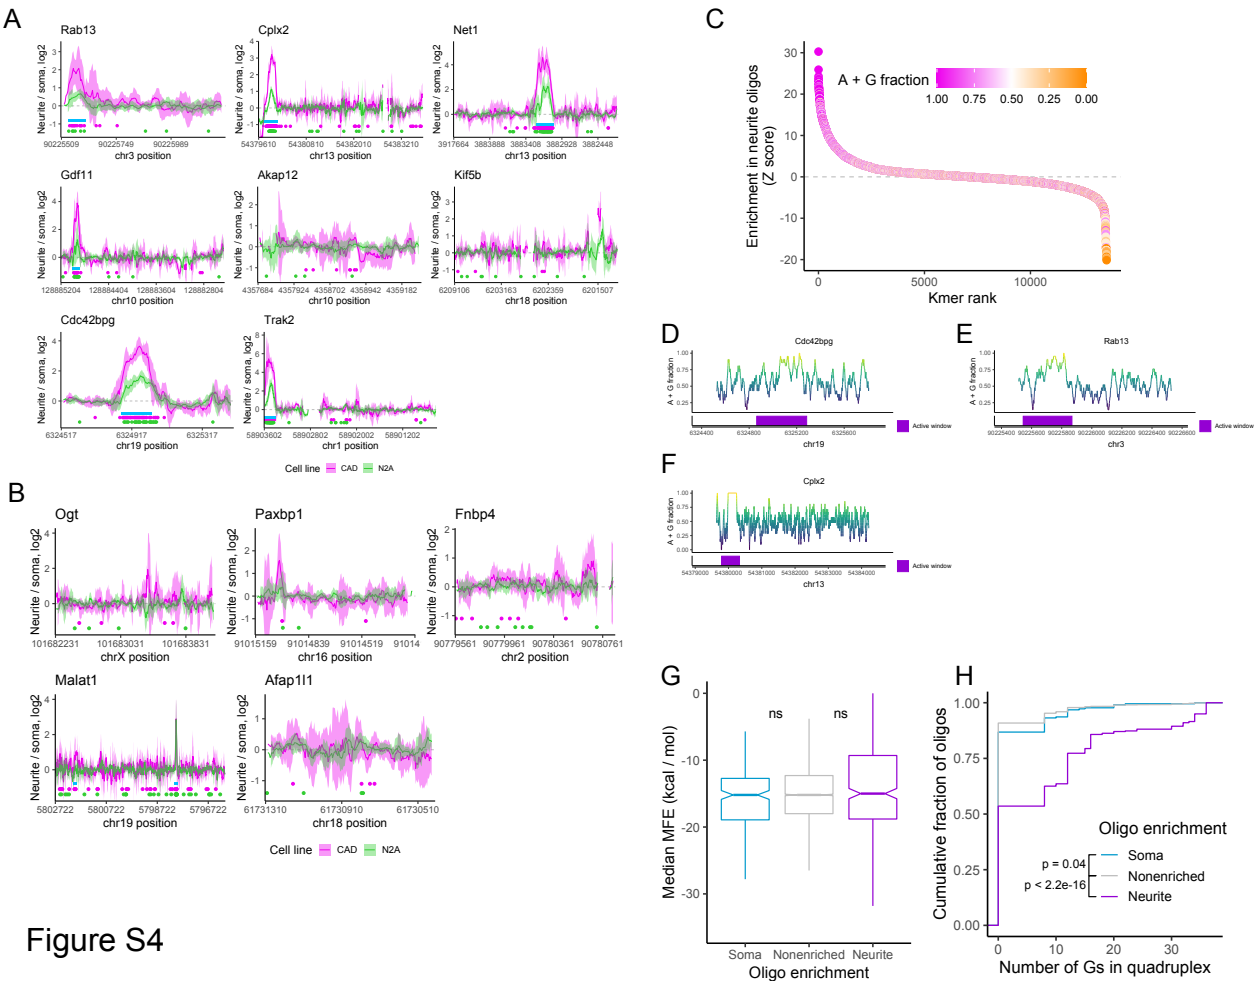

Figure S4

**A**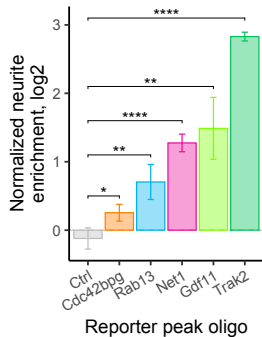**B**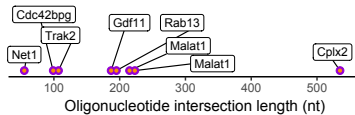**C**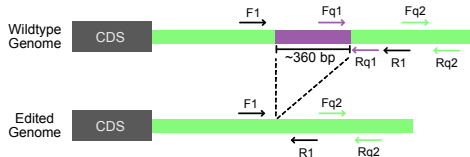**D**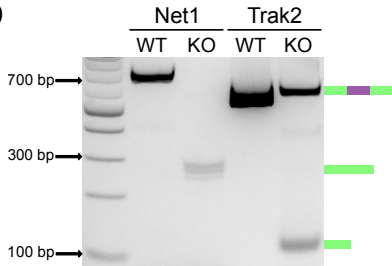**Figure S5**

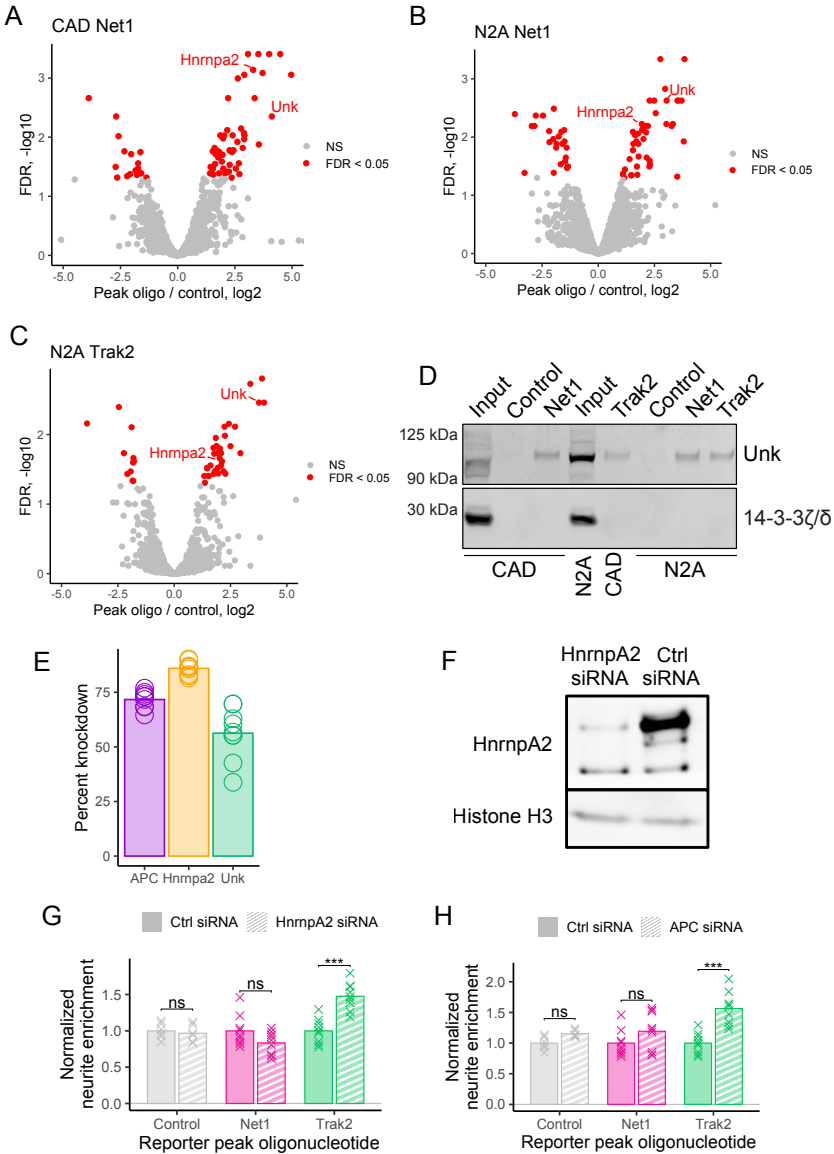

Figure S6

How the deposited data were processed for this re-analysis (not part of the article)

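The massively parallel reporter assay measured how oligonucleotides of 260 nt, tiled in steps of 4 nt along 15 mouse RNAs, are distributed between the soma and the neurites of CAD and N2A cells. The libraries came from 2 cell lines and 2 reporters, GFP and firefly luciferase. Each of the 4 sets held 4 soma and 4 neurite libraries, 32 in all. Set, compartment and replicate number were taken from the labels of the samples. For each library the authors deposited counts per oligonucleotide: the number of distinct UMIs, which was analysed, and the number of aligned reads, which was used as an alternative. An oligonucleotide without a line in a library was taken as 0. The authors trimmed reads with cutadapt and aligned them with Bowtie2 to the oligonucleotide sequences, and neither the counts of UMIs nor those of reads were normalized. The submitters' processing notes name mm10 and no versions.

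Fits were made in R 4.3.3 with edgeR 4.0.16: filterByExpr with default settings, TMM factors, glmQLFit and glmQLFTest for neurite against soma in each set, and Benjamini-Hochberg adjustment with a threshold of 0.01. All later steps were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures with matplotlib 3.10.9. Per-replicate ratios are log2 CPM with a prior count of 2, each neurite library against the soma library of the same replicate number. Standard errors were taken from the log2 fold change and its F statistic.

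The depth per library is given with the first results. The UMI of 8 nt allows a limited number of sequences, so counts of the most abundant oligonucleotides in CAD GFP lie near their ceiling. No 2 libraries of 1 set and compartment were copies of each other: the lowest chi-square per degree of freedom over 48 pairs was 6.09.

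The replicate numbers pair the libraries. The methods count 1 plate as 1 replicate, and the deviations of a soma library from the mean of its group correlated more with those of the neurite library of the same number (0.186 to 0.849 over the 4 sets) than with those of any other number (-0.542 to 0.163). The methods take both fractions from the same membranes, but name no block for the DESeq2 comparison. The replicate as a block was therefore set as an alternative before the data were examined, not as the main fit. Several counts of calls differ under it, as given with the results.

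Tests that compare classes of oligonucleotides treat neighbors as dependent. Classes were shifted in a circle along each RNA in 100000 two-sided permutations, and the Wilcoxon rank-sum test is given beside them. For neighbors, positions were shuffled within each RNA 100000 times, one-sided. Peak heights in the cell lines were compared over all 70 splits of 4 against 4 replicate values. Windows follow the paper's rule for oligonucleotide unions, applied to the edgeR calls, with oligonucleotides that were not tested skipped and a minimum span of 10 set here. Coordinates follow from the tiling rule on mm10. They equaled those in the part of the supplementary file at hand for 1867 of 1867 oligonucleotides, and sequences equaled it for 1025 of 1025. Sequences were at hand for 7818 of 8110 oligonucleotides, and BC1 was left out of the sequence comparisons. Minimum free energy was computed with RNAfold 2.7.2 on stretches of 80 nt in steps of 5 nt, and G-quadruplexes with its option for them on each whole oligonucleotide.

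Alternatives set before the data were examined were DESeq2 1.42.0 (the paper's tool), RLE factors, TMM factors from the control 3′ UTRs, no filter beyond 1 UMI over the 8 libraries, at least 50 UMIs, the replicate as a block, each library left out in turn and a threshold of 0.05. For single results they also were other window rules (untested oligonucleotides counted as not enriched, minimum spans of 5 and 20), another pairing, a prior count of 0.5, and other sets of oligonucleotides or genes. Chosen after seeing the data were reads in place of UMIs, UMIs corrected for collisions, N2A firefly without replicate 2, windows defined on the N2A GFP calls, and GFP libraries thinned to 6622806 UMIs each.

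All source RNAs are named. The oligonucleotides named are the one with the lowest adjusted p in each window, the 3 of BC1, the Net1 and Trak2 peak oligonucleotides delimited by the paper's primers, those at the edges of the Cdc42bpg window, and in each set the 5 largest called changes in each direction. This rule was written with the paper's figures and its Tables S1 to S4 already seen. The copies of these tables held 1968, 1983, 1986 and 1999 oligonucleotides, part of each table, so no overlap with them was tested. Their log2 fold changes had correlations of 1.00 with the DESeq2 fits of CAD GFP, CAD firefly, N2A GFP and N2A firefly.

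The steps were tested on simulated data. With planted changes of 2-fold, edgeR recovered 46.3% in CAD GFP, 64.2% in N2A GFP, 16.4% in CAD firefly and 1.49% in N2A firefly. With 4-fold changes it recovered 72.7%, 93.9%, 71.2% and 54.5%, with 1, 0, 2 and 0 false calls per set. DESeq2 recovered 55.2%, 70.1%, 22.4% and 7.46% of the 2-fold changes. Of the 4-fold changes it recovered 83.3%, 89.4%, 80.3% and 75.8%, with 12, 7, 5 and 5 false calls. Without a true difference the circular shift gave a p under 0.05 in 4.5% of simulations and the Wilcoxon test in 71.5%. All 1400 planted windows were found. RT-qPCR, imaging, mass spectrometry and the other experiments of the paper were not analysed here.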

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

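The tests of the N2A firefly replicate 2 libraries, of windows defined on N2A GFP calls, of UMI sequences that run out in N2A libraries and of kept shares over pairs of replicates were chosen after the result was seen. Among 38 groups of 4 libraries, 8 had a library far from the other 3, and chance gives this in about 1 in 20 groups.

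Both N2A firefly libraries of replicate 2 stood apart from the others, with median Spearman correlations of 0.848 (soma) and 0.826 (neurite) with the other 3 libraries of their compartment, and 90.2% of oligonucleotides had at least 20 UMIs in the soma library. A mix-up with CAD firefly is argued against, since the highest Spearman correlation of the pair with the CAD firefly set was 0.622. A loss of molecules after the fractions were parted is argued against too, since the soma and neurite libraries of replicate 2 had a correlation of 0.949 with each other. Another mix of integrated cells in that culture may be the source and stays open: N2A GFP replicate 2 had correlations of 0.977 or more with the other replicates, but no source states that the same number is the same culture for both reporters. Replicate 2 was also closer to each other set than replicates 1, 3 and 4 were. For soma and CAD firefly it had 0.613, against 0.553 to 0.574. Its soma library held 7.69% of its UMIs in the 100 most abundant oligonucleotides, against 11.4% to 12.0%. Whether replicate 2 or the other 3 replicates hold the unusual mix was not tested. No biological explanation was tested.

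The peaks were higher in CAD than in N2A cells, with differences in mean log2 ratio of 2.58 for Trak2, 1.92 for Net1, 1.88 for Gdf11, 1.74 for Cplx2, 1.47 for Cdc42bpg and 1.01 for Trp53inp2, and every CAD replicate above every N2A replicate. The windows were defined on CAD GFP calls; over those defined on N2A GFP calls every CAD replicate was above every N2A replicate in these 6 RNAs too, with a difference of 1.02 for Trp53inp2. UMI sequences that run out in N2A libraries are argued against, as correcting the N2A libraries alone for collisions closed at most 0.0324 of a difference (a test set earlier, with both lines corrected, decides nothing, since more molecules were hidden in CAD libraries), and so is library size, with a lowest share of 0.994 after thinning to 1 total. Soma RNA in the N2A neurite fraction would dilute all peaks alike. The share of the CAD enrichment kept in N2A was 59.2% ± 14.1 for Malat1, 23.0% ± 5.44 for Trp53inp2, 19.8% ± 5.92 for Cdc42bpg, 17.8% ± 4.67 for Gdf11, 17.7% ± 3.80 for Net1, 14.3% ± 3.15 for Trak2 and 10.3% ± 3.17 for Cplx2 (SD, n = 4 N2A replicates, each over the CAD mean, so without the CAD spread). The share of Malat1, whose own difference did not pass its test, was 5.72 times that of Cplx2. With the CAD spread, over all 16 pairs of an N2A and a CAD replicate, Malat1 kept 23.3% to 109%, above Cplx2 (4.99% to 18.8%) and Trak2 (9.57% to 17.3%), which argues against dilution as the whole cause. The ranges of the other 4 overlap with that of Malat1, and dilution as part of the cause stays open. A difference between the cell lines in how strongly they localize these sequences may remain, as a hypothesis.

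The Trp53inp2 3′ UTR, which the paper does not discuss, had a mean log2 ratio of 1.60 over its window in CAD GFP, where the highest mean of 17 consecutive oligonucleotides in a control 3′ UTR was 0.35.

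CAD GFP neurite replicate 4 had a lower median correlation with the other neurite libraries (0.973) than those had among themselves. CAD firefly neurite replicate 4 did as well (0.924). N2A GFP soma replicate 3 had the highest share of oligonucleotides with at least 20 UMIs in its group (94.2%) and the highest median correlation (0.983). The highest median correlation among the CAD firefly soma libraries was that of replicate 3 (0.962).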

How the results depend on the processing

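Reads in place of UMIs and N2A firefly without replicate 2 were chosen after the result was seen; the other settings named here were not. No main result that passed its test changed direction under any setting. The difference of the soma-enriched class in CAD firefly, which did not pass, ranged from -0.10 to 0.03 and changed sign with DESeq2, with at least 50 UMIs and without soma replicate 3. Among the main results, 480 of 526 values under alternatives set before the data were examined stayed on their side of the threshold or near their value, 3 became weaker, 1 became stronger and 42 moved. DESeq2 gave 220 soma-enriched oligonucleotides in CAD GFP, 269 neurite-enriched and 132 soma-enriched in N2A GFP, and 153 and 33 in CAD firefly. A threshold of 0.05 gave 170 soma-enriched in CAD GFP, 285 and 160 in N2A GFP, and 138 and 13 in CAD firefly, since more pass a looser threshold. The replicate as a block gave 88 soma-enriched in CAD GFP, 114 in N2A GFP, 135 and 10 in CAD firefly, and 40 and 17 in N2A firefly. Factors from the control 3′ UTRs gave 34 soma-enriched in CAD GFP and 1 in CAD firefly, and at least 50 UMIs gave 121 and 5 in CAD firefly. Reads gave 1 soma-enriched in CAD firefly, and N2A firefly without replicate 2 gave 2 and 1. Without 1 library, soma-enriched counts ranged from 26 to 94 in CAD GFP (35 without neurite replicate 2, 94 without neurite replicate 4, 32, 27, 26 and 26 without soma replicates 1, 2, 3 and 4). They ranged from 39 to 64 in N2A GFP (42, 39 and 42 without soma replicates 1, 2 and 3) and from 0 to 2 in CAD firefly (1 without neurite replicate 3, and 0 without neurite replicate 2 or 4 or soma replicate 1, 2, 3 or 4).

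The ratio between gene classes was 2.86 with at least 50 UMIs and 5.52 without Malat1 and BC1, and its permutation p was then 0.0554 and 0.0685. A minimum span of 20 left 4 windows, by its construction, and spans of 0 for Gdf11, Malat1 and Trp53inp2. The Gdf11 span was 28 with at least 50 UMIs and 0 with untested oligonucleotides counted as not enriched. The Malat1 difference between CAD and N2A cells was 0.72 with at least 50 UMIs, and its exact permutation p was 0.0286. Under 18 of 19 alternatives it did not pass. The lowest value was 0.07, and the exact permutation p went up to 0.857. The A plus G difference was 1.09 points without the oligonucleotides of the windows. Where no construction is named, the cause was not tested.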

Differences from the paper's values

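No test named here was chosen after the result was seen.

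With edgeR, 55 oligonucleotides were soma-enriched in CAD GFP, and the paper's value is 220. The paper's value was reached with DESeq2 (220), and a threshold of 0.05 gave 170, within 1.5 times of it. RLE factors (54), factors from the control 3′ UTRs (34), no filter (56), at least 50 UMIs (57), the replicate as a block (88) and each library left out (26 to 94) did not come within it.

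In N2A GFP, 171 were neurite-enriched, and the paper's value is 269. DESeq2 gave 269, a threshold of 0.05 gave 285, the replicate as a block 215 and at least 50 UMIs 183, all within 1.5 times. RLE factors (175), factors from the control 3′ UTRs (174), no filter (174) and each library left out (141 to 166) were not. Soma-enriched in N2A GFP were 70, and the paper's value is 132. DESeq2 gave 132, a threshold of 0.05 gave 160 and the replicate as a block 114, while RLE factors (66), factors from the control 3′ UTRs (59), no filter (65), at least 50 UMIs (76) and each library left out (39 to 64) stayed further away.

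The common sequence of the Net1 window was 36 nt long, and the paper's value is 56 nt. It was 56 nt with no filter and with untested oligonucleotides counted as not enriched. With DESeq2 and with the replicate as a block it was 8 nt, with RLE factors 36 nt, with factors from the control 3′ UTRs and with at least 50 UMIs 24 nt, with a threshold of 0.05 4 nt, and with minimum spans of 5 and 20 36 nt. Each library left out gave 24 to 104 nt, none within 1.5 times of the paper's value. The paper's length may rest on another measure. DESeq2 gave the paper's Net1 span of 64, and that span leaves 8 nt by the rule used here. The paper's 107 nt for Trak2 also cannot come from 260 nt in steps of 4 nt.

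The shortest common sequence was 4 nt, in Cplx2, and the paper's value is 56 nt. These values do not cover the same windows: the paper found no sequence common to every active Cplx2 oligonucleotide and gives no such length for it. Without Cplx2 the shortest here is that of Net1, compared above. In Cplx2 no common sequence was left (0 nt), as the paper reports, with DESeq2, factors from the control 3′ UTRs, the replicate as a block and a threshold of 0.05. RLE factors, no filter, at least 50 UMIs, untested oligonucleotides counted as not enriched and both minimum spans gave 4 nt, and each library left out 0 to 28 nt. With Cplx2 included, none of these came within 1.5 times of the paper's value.

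The paper states that neighbors were not alike in soma-enriched genes. Of these 3, neighbors differed less than shuffled ones in Ogt (ratio 0.881, adjusted p = 0.0258) by the one-sided permutation test, and Paxbp1 and Fnbp4 did not pass it. The paper states that minimum free energy did not differ, and here the means of neurite-enriched and other oligonucleotides differed by 4.39 kcal/mol (permutation p = 0.00367). The soma-enriched ones did not pass this test. The paper states that every union is richer in A and G than the rest of its 3′ UTR. This held for the 6 windows in 3′ UTRs that spanned at least 10 oligonucleotides, and the window in Malat1, which has none, had 45.4% against 54.6%. Shorter stretches were not compared. The paper's legends also mention active windows for Rab13, which had no window of that span here, so not every union of the paper was covered.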

Other observations

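The tests of UMI sequences running out, of A plus G-rich oligonucleotides by source RNA and of other splits of the libraries were chosen after the result was seen. The Cplx2 oligonucleotides before its peak went the other way from the peak itself. In CAD GFP all 4 replicates had a mean log2 ratio below 0 there, and so had all 4 in N2A GFP. In N2A GFP, 5 consecutive ones, Cplx2.12 to Cplx2.16, were all soma-enriched, on chromosome 13 of mm10 from 54379654 to 54379929. All 49 oligonucleotides before the peak that were tested in CAD GFP had a mean of 45.7% A plus G. With firefly the mean log2 ratio over those before the peak was -0.20 ± 0.19 in CAD cells and -0.19 ± 0.16 in N2A cells (SD, n = 4 replicates), with 3 and 4 replicates below 0. This part of the 3′ UTR was singled out after its values were seen.

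The Trp53inp2 window lay on chromosome 2 from 155387325 to 155387648, in a 3′ UTR of an autophagy regulator. Its oligonucleotide with the lowest adjusted p, Trp53inp2.175, had a log2 fold change of 1.52 (standard error 0.08, adjusted p = 5.72e-09 from edgeR) in CAD GFP and 0.42 in N2A GFP (adjusted p = 0.00566). The window mean was 0.58 ± 0.13 in N2A GFP (SD, n = 4 replicates), and all 4 replicates were above 0, as they were in CAD firefly. In N2A firefly it was 0.01 ± 0.10, with 3 of 4 replicates above 0. The Malat1 window had the highest mean of all windows in N2A GFP.

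In CAD GFP, 104 neurite-enriched oligonucleotides lay outside the windows, 21 in Malat1, 20 in Trp53inp2 and 16 in Cplx2. Low UMI counts are argued against, since their median of mean UMI counts was 9037, against 447 for those not called. Calls that belong to the CAD cell pool, not to the sequence, may be a source: the median N2A GFP log2 fold change was 0.0409 above that of the oligonucleotides not called (p = 0.177 by the two-sided circular-shift permutation test, n = 103). This cannot tell such calls from sequence activity that is weaker in N2A cells. The median of these calls in CAD GFP was only 0.54. The windows kept from 10.3% (Cplx2) to 59.2% (Malat1) of their CAD enrichment in N2A cells. UMI sequences running out in the deeper soma libraries are argued against below a mean of 10000 UMIs, where the median was 0.70 and became 0.72 with corrected UMIs, with 48 of 54 still called. At or above 10000 UMIs they cannot be told apart from enrichment: the median went from 0.42 to 0.37 and 28 of 50 were still called, and the correction assumes that all UMI sequences are used evenly. This test was first set on the share still called, with a bound of 0.9 that 48 of 54 missed, and then on the median. The calls outside the windows went with abundance. At or above 10000 UMIs 50 of 152 tested oligonucleotides were called, and from 5000 to 10000 UMIs 24 of 375. From 1000 to 5000 UMIs it was 22 of 1662, and below 1000 UMIs 8 of 4181. All 152 had a median of 0.20, and 0.13 with corrected UMIs, while the 4181 had -0.04. The cause of this shift was not tested.

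A plus G content alone could set neurite enrichment, as a hypothesis. A test set before its result was seen compared oligonucleotides outside and inside the windows, with 8.60% and 90.9% called. It decides nothing, since the windows are made of calls. All tested CAD GFP oligonucleotides with an A plus G content at or above 63.2%, in the windows or not, were therefore compared by source RNA. In Malat1 4.55% of 110 were neurite-enriched, with a mean content of 67.2%, in Net1 36 of 40 and in Trak2 20 of 20, with lower mean contents of 65.4% and 64.8%. Their mean log2 ratios were 0.27 ± 0.17, 3.60 ± 0.55 and 4.41 ± 0.11 (SD, n = 4 replicates). The content alone is argued against as the whole cause, and a part in it stays open.

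Soma against neurite gave 368 calls in CAD GFP, 241 in N2A GFP and 79 in CAD firefly, each the only 1 of 35 splits of the 8 libraries with as many, and the highest of the other splits was 0. A single such split among 35 would be a share under 0.05 only if all 8 libraries could be exchanged freely. The replicate numbers pair the libraries, however, and only 8 of the splits part all 4 pairs as the real one does. Their highest other count was 0 too, but 8 splits are too few for a share under 0.05; the rest put both libraries of some pairs on 1 side. In N2A firefly soma against neurite gave 0 calls with edgeR. Every one of the 35 splits has at least that many, so the comparison decides nothing there. DESeq2 called 0 too, 197 oligonucleotides had an unadjusted p under 0.05 by edgeR, and edgeR with the replicate as a block called 40 and 17, for which no splits were run.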
